# Complementary Activity of ETV5, RBPJ, and TCF3 Drives Formative Transition from Naive Pluripotency

**DOI:** 10.1016/j.stem.2019.03.017

**Published:** 2019-05-02

**Authors:** Tüzer Kalkan, Susanne Bornelöv, Carla Mulas, Evangelia Diamanti, Tim Lohoff, Meryem Ralser, Sjors Middelkamp, Patrick Lombard, Jennifer Nichols, Austin Smith

**Keywords:** pluripotency, embryonic stem cell, epiblast, self-renewal, differentiation, commitment, gene regulatory network, ETS factors, RBPJ

## Abstract

The gene regulatory network (GRN) of naive mouse embryonic stem cells (ESCs) must be reconfigured to enable lineage commitment. TCF3 sanctions rewiring by suppressing components of the ESC transcription factor circuitry. However, TCF3 depletion only delays and does not prevent transition to formative pluripotency. Here, we delineate additional contributions of the ETS-family transcription factor ETV5 and the repressor RBPJ. In response to ERK signaling, ETV5 switches activity from supporting self-renewal and undergoes genome relocation linked to commissioning of enhancers activated in formative epiblast. Independent upregulation of RBPJ prevents re-expression of potent naive factors, TBX3 and NANOG, to secure exit from the naive state. Triple deletion of *Etv5*, *Rbpj*, and *Tcf3* disables ESCs, such that they remain largely undifferentiated and locked in self-renewal, even in the presence of differentiation stimuli. Thus, genetic elimination of three complementary drivers of network transition stalls developmental progression, emulating environmental insulation by small-molecule inhibitors.

## Highlights

• Downstream of pErk, ETV5 initiates GRN handover during ESC transition
• RBPJ enforces naive pluripotency exit by preventing re-expression of NANOG or TBX3
• ETV5 relocates to commission formative pluripotency enhancers
• ESCs lacking TCF3, ETV5, and RBPJ are trapped in a naive but nullipotent condition

## Introduction

Mouse embryonic stem cells (ESCs) are *in vitro* cell lines that retain a high degree of molecular and functional correspondence with the naive pluripotent epiblast of the pre-implantation embryo (Boroviak et al., 2014, Bradley et al., 1984, Evans and Kaufman, 1981, Martin, 1981). Accordingly, they provide a rich resource for studying mechanisms underlying developmental decisions and transitions. In particular, the ESC pathway to differentiation *in vitro* provides an opportunity to dissect the progression of pluripotency from naive founder cells through to specification of germline and somatic lineage progenitors.

Culture in the presence of two small molecule inhibitors (2i) that suppress the MEK/Erk pathway and glycogen synthase kinase-3 (GSK3) sustains stable expression of transcription factor components of the naive pluripotency gene regulatory network (GRN) (Dunn et al., 2014, Wray et al., 2010, Ying et al., 2008). ESCs in these serum-free conditions are proposed to reside in a regulatory ground state (Ying et al., 2008). Upon release from 2i, ESCs transition into a distinct second stage of pluripotency that we have termed “formative” (Kalkan and Smith, 2014, Smith, 2017). Formative pluripotent cells have lost GRN components diagnostic of naive pluripotency and gained transcription factors characteristic of the peri-implantation epiblast, such as POU3f1, OTX2, and LEF1. Functional ESC identity is extinguished concomitant with change in transcription factor complement (Kalkan et al., 2017). In parallel, epigenetic processes, such as DNA methylation, are upregulated, and competence is gained for lineage induction (Hayashi et al., 2011, Mulas et al., 2017) and onward progression to primed pluripotency. The naïve-to-formative conversion in a simple and well-defined culture environment simulates events in the peri-implantation mouse embryo (Kalkan et al., 2017) and provides a sensitized platform for identifying factors and mechanisms that mediate change in cell identity (Buecker et al., 2014, Kalkan and Smith, 2014).

Genetic screens have identified several genes that promote ESC transition (Betschinger et al., 2013, Leeb et al., 2014, Li et al., 2018, Villegas et al., 2019, Yang et al., 2012). TCF3 (gene name *Tcf7l1*) was the first factor identified (Guo et al., 2011b) and is recurrently recovered. TCF3 represses key naive transcription factors ESRRB, TFCP2L1, NANOG, and KLF2 (Martello et al., 2012, Pereira et al., 2006), an effect blocked by GSK3 inhibition in 2i culture (Wray et al., 2011). Other pathways and factors identified in the screens have also been shown to reduce expression or function of components of the naive GRN, although to a lesser extent than TCF3. Strikingly, the majority of these components are present in naive ESCs but are ineffective in 2i (Kalkan and Smith, 2014). The pre-existence of multi-layered dissolution machinery means that mouse ESCs are poised for rapid disabling of the naive network. Multiple effectors also explain why single-factor mutants only delay and do not prevent transition.

However, although elimination of naive factors is necessary for departure from the ESC state, it may not be sufficient for installation of an alternative GRN, which requires new transcription factor expression and enhancer reconfiguration (Buecker et al., 2014, Factor et al., 2014, Yang et al., 2014). ERK pathway inhibition is the second component of 2i. ERK1/2 signaling likely contributes directly to naive GRN destabilization (Jin et al., 2016, Kim et al., 2014, Yeo et al., 2014), but its role in ESC transition to multilineage competence (Kunath et al., 2007, Stavridis et al., 2007) is also anticipated to include transcriptional activation (Tee et al., 2014, Williams et al., 2015).

Here, we sought to characterize drivers of the naive to formative transition that might act in parallel with TCF3 and examine whether genetic deletions might replace 2i and maintain naive ESC self-renewal.

## Results

### Identification of ETV5 as a Candidate Driver of Progression from Naive to Formative Pluripotency

To identify factors that may mediate the effect of ERK pathway inhibition in driving pluripotency network transition, we inspected results from loss-of-function screens. Among transcription factors, we noted that *Etv5* is the most recurrent hit after *Tcf3* in a random mutagenesis screen (Leeb et al., 2014) and is a high-confidence candidate from a genome-wide small interfering RNA (siRNA) screen (Yang et al., 2012). ETV5 is a member of the PEA3 sub-family of ETS transcription factors, along with Etv1 and Etv4 (Hollenhorst et al., 2011b, Oh et al., 2012). ETV5 and other ETS factors are typically activated by fibroblast growth factor (FGF)-ERK signaling through transcriptional upregulation and/or protein phosphorylation (Janknecht et al., 1996, Oh et al., 2012, Selvaraj et al., 2015). ETV5 is considered to be functionally redundant with ETV4, and the two factors are co-expressed in multiple tissues in response to FGF (Liu et al., 2003, Mao et al., 2009, Zhang et al., 2009) or glial cell line-derived neurotrophic factor (Lu et al., 2009).

*Etv5* transcripts are readily detected in ground state ESCs (Figure 1A). In contrast, *Etv4* mRNA is not evident in 2i but is rapidly upregulated in transitioning cells. Transcripts for both factors are detected in mouse naive (embryonic day 4.5 [E4.5]) and formative (E5.5) epiblast, with ETV5 being more abundant (Figure 1B). *Etv1* expression is negligible in ESCs and the early embryo. We examined in closer detail the behavior of *Etv5* and *Etv4* in ESCs upon transfer from 2i to N2B27. Ribosome profiling indicated potential for a truncated ETV5 protein isoform (ΔN-Etv5) lacking the first 202 amino acids (Ingolia et al., 2011) that include an N-terminal transactivation domain (N-TAD) (Defossez et al., 1997, Laget et al., 1996). Accordingly, we designed alternative qRT-PCR primer pairs. We detected the ETS domain, but not the N-TAD encoding sequence, in undifferentiated ESCs, indicating expression of ΔN-ETV5 only. In contrast, N-TAD-containing transcripts appear within 4 h after 2i withdrawal and persist for 48 h (Figure 1C). Total *Etv5* transcripts increase initially but decline from 24 h, implying downregulation of ΔN-ETV5. *Etv4* expression also rises rapidly on removal of 2i and then reduces. We investigated steady-state *Etv4/5* expression in ESCs maintained with single inhibitors and LIF (Figure 1D). Both canonical *Etv5* and *Etv4* mRNA are upregulated in conditions when ERK signaling is active.

**Figure 1:**
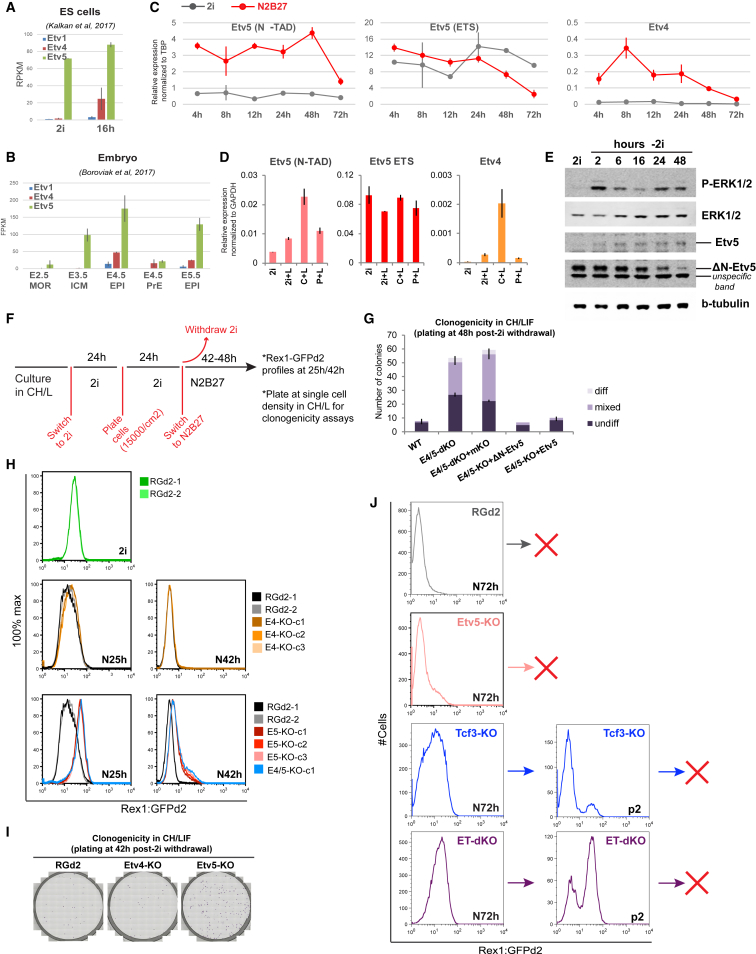
ETV4/5 Expression and Function (A and B) RNA-seq expression values (FPKM or RPKM) for naive and transitioning ESCs (A) and early embryo lineages (B). Error bars represent SD from (A) 2 and (B) 3 independent biological replicates. (C and D) qRT-PCR expression in 2i and after 2i withdrawal (C) and in 2i/L components for 3 passages (D). Data are means ± SD from (C) 2 wells of cells differentiated in parallel and (D) 3 independent biological replicates. CH, CHIR99021; L, LIF; P, PD0325901. (E) Western blot with anti-FLAG antibody on Etv5-3×FLAG knockin ESCs. (F) Schematic for (G)–(I). (G) Quantitation of colony assays on WT (wild type), *Etv4/5*-dKO ESCs, and *Etv4/5*-dKO ESCs expressing monomeric Kusabira Orange (mKO), ΔN-*Etv5*, or canonical *Etv5* transgenes. Error bars show SD from 2 technical replicates. (H) Rex1-GFP profiles of RGd2 and independently generated clonal lines (c) of Etv4-KO; Etv5-KO and Etv4/5-dKO at 25 and 42 h post-2i withdrawal. RGd2-2 is a clonal line derived from parental RGd2-1. (I) Colony assay. (J) GFP profiles for parental RGd2 and mutant ESC lines at 72 h post-CH/LIF withdrawal (N72h) and end of passage 2 (p2). Red cross indicates failure of replating after passage. ET, Etv5/Tcf3. See also Figures S1 and S2.

Inspection of RNA sequencing (RNA-seq) and H3K4me3 chromatin immunoprecipitation (ChIP)-seq data substantiated activity of an internal *Etv5* promoter in undifferentiated ESCs, whereas transcripts originating from the upstream start site are evident after 2i withdrawal (Figure S1A). Immunoblotting identified a smaller ΔN-Etv5 protein (Figures 1E and S1B) that decreased from 24 h of transition. Conversely, the canonical isoform was absent from undifferentiated cells and upregulated over the transition time course. Single-inhibitor withdrawal showed that canonical Etv5 is expressed in response to MEK and ERK activation. siRNA-mediated knockdown confirmed the specificity of immunoblotting (Figure S1B).

### Etv5 Fulfills Distinct Roles in ESC Self-Renewal and Transition

Due to the proposed redundancy between *Etv5* and *Etv4*, we first sourced ESCs genetically deficient for both genes (E4/5-double knockout [dKO]; Lu et al., 2009). These cells were derived in serum and LIF and reported to show reduced proliferation (Akagi et al., 2015). This phenotype is exacerbated in 2i/LIF (Figure S1C). However, we found that the mutant cells could be expanded robustly by omitting the MEK inhibitor and culturing in CH/LIF (Figure S1C). We therefore maintained E4/5-dKO cells in CH/LIF, but for consistency with previous studies (Kalkan et al., 2017, Mulas et al., 2017), cells were exchanged into 2i prior to assay. A short period of 2i culture has no apparent effect on growth rate or viability (Figure S1C). The assay entails withdrawal of 2i for 48 h before replating at clonal density in CH/LIF (Figure 1F). Self-renewal capacity is almost entirely extinguished in parental ESC by 48 h. In contrast, E4/5-dKO cells still generate numerous undifferentiated colonies (Figure 1G). This phenotype is eliminated upon expression of cDNA encoding either isoform of ETV5 (Figure 1G), both of which also rescue the growth defect during self-renewal (Figure S1C).

To discriminate functions of Etv4 and Etv5, we employed CRISPR/Cas9 to create single and double knockouts. We used RGd2 ESCs that carry the *Rex1::GFPd2* knockin reporter of naive status (Kalkan et al., 2017). Etv5-KO ESCs also show reduced expansion in 2i or 2i/LIF but proliferate normally in CH/LIF (Figure S1D). These results indicate that Etv5 plays a specific role in consolidating naive ESC propagation when ERK signaling is blocked and Etv4 is not expressed. We expanded cells in CH/LIF and transferred into 2i before assay, as above. *Etv4* mutants show no significant delay in GFP downregulation (Figure 1H) or extinction of clonogenicity (Figure 1I). In contrast, deletion of *Etv5* results in impaired exit from naive pluripotency, measured by perdurance of GFP and persistence of clonogenic cells. Normal GFP downregulation was restored by expressing either Etv5 isoform (Figure S1E). In *Etv5* mutants, Etv4 is activated later but to an enhanced level (Figure S1F). However, the Etv5-KO phenotype is not enhanced in *E4/5*-dKO ESCs (Figure 1H), confirming that Etv4 has little relevance for kinetics of transition from 2i.

These results establish that Etv5 supports ESC self-renewal when ERK signaling is inhibited and facilitates exit from naive pluripotency when ERK is active. Although canonical Etv5 is specifically upregulated prior to exit, either isoform can be sufficient for both functions.

### Co-deletion of *Etv5 and Tcf3* Retards, but Does Not Prohibit, Exit from Naive Pluripotency

*Tcf3* is upregulated in Etv5-KO ESCs, indicating that the phenotypes are independent (Figures S2A and S2B). As *Tcf3* is downstream of GSK3 and ETV5 is regulated by ERK1/2, we tested whether combined deletion of both genes might mimic the effect of 2i and be sufficient to sustain ESC self-renewal. We generated *Etv5/Tcf3* single and double mutants in RGd2 ESCs and compared GFP profiles after transfer into N2B27 (Figure 1J). In ET-dKO cells, perdurance of GFP was more pronounced. However, at the end of passage 2, ET-dKO cells showed a substantial fraction of GFP low or negative cells, and undifferentiated ESCs were not sustained after replating (Figure 1J). Thus, TCF3 and ETV5 act combinatorially to drive pluripotency progression, but the absence of both is not sufficient to prevent loss of ESC identity.

### Deletion of *Rbpj* Delays Naive State Exit

We re-inspected the candidate regulators to identify a factor that might complement ETV5 and TCF3 to enforce exit from naive pluripotency. The repressor RBPJ was detected in a haploid ESC mutagenesis screen (Leeb et al., 2014). RBPJ is expressed in the naive epiblast in the embryo (Figure S2C). RBPJ is nuclear localized in ESCs (Figure 2A), and RBPJ mRNA and protein are upregulated upon 2i withdrawal, a response that is enhanced in Etv5-KO and *Tcf3*-KO cells (Figures S2D–S2F). RBPJ is therefore a candidate complementary regulator, regulated by both ERK and GSK3, and acting through uncharacterized targets.

**Figure 2:**
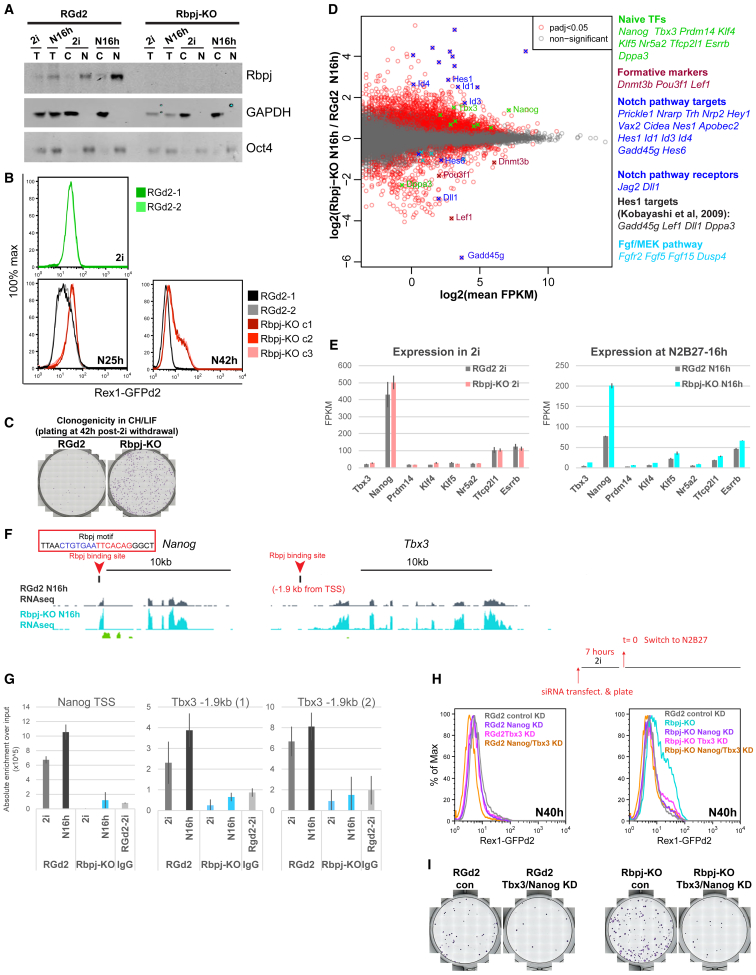
RBPJ Expression and Function (A) RBPJ western blot: C, cytoplasmic fraction; N, nuclear fraction; T, total cell lysate. Oct4 and GAPDH were used as loading controls for nuclear and cytoplasmic fractions, respectively. (B) GFP profiles of RGd2 and three clonal *Rbpj* mutant lines in N2B27 at 25 h (N25h) and 42 h (N42h) post-2i withdrawal. (C) Colony assay. (D) MA plot showing mean expression against fold change per gene in *Rbpj*-KO ESCs at 16 h post-2i withdrawal (N16h). Gene symbols and colored tags are shown for selected genes listed. (E) RNA-seq expression values for naive pluripotency factors in RGd2 and *Rbpj*-KO ESC in 2i and at N16h. Error bars show SD from biological replicates plated in parallel; 3 independent clonal lines for *Rbpj*-KO and 2 different lines for RGd2 (one parental and one clonal). (F) The University of California, Santa Cruz (UCSC) genome browser tracks for *Nanog* and *Tbx3* loci showing normalized RNA-seq read coverage for parental and *Rbpj*-KO ESCs at N16h. RBPJ binding sites are indicated with red arrowheads. The RBPJ-binding motif within the *Nanog* locus is highlighted. (G) ChIP-qPCR for binding sites shown in Figures 2F and S4E. Two primer sets were used for the *Tbx3* locus. y axis shows absolute enrichment normalized to input DNA for each sample. Error bars indicate SD from two ChIP replicates. (H) GFP profiles at 40 h after 2i withdrawal following a 7-h period of siRNA transfection. (I) Colony assay at 40 h after 2i withdrawal. See also Figures S2, S3, and S4 and Tables S1 and S2.

We inactivated *Rbpj* in RGd2 ESCs using CRISPR/Cas9. *Rbpj*-deficient ESCs adopted a more flattened colony morphology but showed no markers of differentiation (Figure S2G) and growth in 2i remained similar to parental ESCs (Figure S2H). Upon withdrawal from 2i, *Rbpj*-KO cells exhibit delayed downregulation of Rex1-GFPd2 and persistence of clonogenic ESCs at 42 h, consistent with siRNA results (Leeb et al., 2014; Figures 2B and 2C). Rex1 downregulation timing is restored upon expression of an *Rbpj* transgene, which also rescues domed colony morphology (Figures S2G and S2I).

RBPJ is best known for a role in the NOTCH pathway in which activated NOTCH intracellular domain induces a switch from repression to activation of target genes (Kopan and Ilagan, 2009). However, RBPJ can also regulate genes independently of NOTCH (Castel et al., 2013, Johnson and Macdonald, 2011). Absence of most known NOTCH transcriptional targets (Figure S2J), despite detectable expression of NOTCH ligands and pathway components (Figure S2K), suggests that the NOTCH pathway may not be significant during naive ESC transition. Nonetheless, to test whether NOTCH might be relevant to exit dynamics, we employed γ-secretase inhibitors to block production of NOTCH intracellular domain. We did not observe any effect on Rex1-GFP downregulation (Figure S2L). Thus, RBPJ may act purely as a repressor during naive state exit.

By RNA-seq, we found 405 upregulated and 705 downregulated genes in *Rbpj*-KO ESCs in 2i (p adj. ≤ 0.05; fragments per kilobase per million mapped reads [FPKM] ≥ 1; Table S1), with functions in multiple processes (Figures S3A and S3D). 

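Total RNA was sequenced from 3 *Rbpj*-KO clonal lines and from 3 cultures of the parental Rex1-GFPd2 reporter line (RGd2), in 2i and at 16 h after 2i withdrawal (N16h). Of the 3 RGd2 libraries in each condition, 1 came from a clonal RGd2 line. The paper's methods name RGd2 at N16h as the group with only 2 replicates, whereas the sample labels and supplementary tables list 3, and the labels were followed. The libraries were strand-specific and paired-end, were depleted of ribosomal RNA and contained ERCC spike-in transcripts. The authors aligned the reads to GRCm38/mm10 and deposited the number of uniquely mapped fragments on each gene and each spike-in, without normalization. In 2i, between 5986857 and 37042477 fragments per library were counted on genes, the lowest number being that of RGd2 2i replicate 33. At N16h the range was 18855525 to 46695457. Counts were scaled by size factors calculated from the spike-ins, and 18892 genes were tested in a single model of all 32 libraries with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Differentially expressed genes were those with an adjusted p under 0.05 and a mean FPKM of at least 1 in either group.
*Rbpj* (ENSMUSG00000039191.12, chromosome 5, 53466152 to 53657362) had a normalized count of 4469 ± 571 (SD, n = 3) in RGd2 and 1097 ± 139 (SD, n = 3) in *Rbpj*-KO in 2i, a log2 fold change of −2.02 (standard error 0.22, adjusted p = 2.40e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At N16h its normalized count was 12574 ± 224 (SD, n = 3) in RGd2 and 2697 ± 173 (SD, n = 3) in *Rbpj*-KO, a log2 fold change of −2.22 (standard error 0.20, adjusted p = 1.89e-11 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Rbpj*-KO library had a lower count than every RGd2 library in both conditions. The lines were made with a pair of gRNAs against different exons, so reads from exons outside the deletion can still be counted. Reads per exon are not at hand to test whether the remaining counts come from these exons.
In 2i, 632 genes were upregulated and 859 downregulated in *Rbpj*-KO, out of 11546 tested genes that passed the FPKM minimum. The replicates of the groups did not overlap for 1158 of these 1491 genes, and for 15.6% of all 11546, where chance gives 10%. The scaling changed the balance of the directions: with TMM normalization of the gene counts, 1340 genes were higher and 904 lower, so that the share of higher genes moved from 42.39% to 59.71%. Single libraries also changed the numbers. Without RGd2 replicate 31 there were 904 genes higher and 427 lower, without replicate 32 there were 383 and 970, and without replicate 33 there were 652 and 1699, while 594 and 522 were found without *Rbpj*-KO replicate 29. Of the 405 genes that the paper lists as upregulated, 393 were called in the same direction, and of the 722 that its supplementary table lists as downregulated, 659 were. No gene of either list was called in the opposite direction.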

Because *Rbpj* deletion did not affect ESC self-renewal (Figure S2H), we focused on differential expression during transition. 

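In *Rbpj*-KO at N16h, 2392 genes were upregulated and 449 downregulated, out of 11717 tested genes that passed the FPKM minimum. The replicates did not overlap for 2771 of these 2841 genes, and for 48.3% of all 11717, where chance gives 10%. When each library was left out in turn, between 1617 and 2140 genes were higher and between 351 and 494 lower. With TMM normalization in place of the spike-in scaling, 1702 genes were higher and 1512 lower, and the share of higher genes moved from 84.2% to 52.96%. The spike-in scaling placed the median log2 fold change of all tested genes at 0.14 and TMM at −0.02, a shift of −0.16, which every log2 fold change at N16h shares. The share of counts on the spike-ins was 1.297% ± 0.07025 (SD, n = 3) in *Rbpj*-KO and 1.386% ± 0.04339 (SD, n = 3) in RGd2 (exact permutation test, two-sided, p = 0.2, where 3 libraries against 3 allow no p under 0.1).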

At 16 h after 2i withdrawal (N16h), 2,341 genes were up- and 355 downregulated (Table S1). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis shows enrichment in both 2i and N16h for cell adhesion, focal adhesion, and extracellular matrix (ECM)-receptor interactions (Figures S3A and S3B), reflected in expression of laminins, integrins, collagens, and cadherins (Figure S3C). This is in line with observations in *Rbpj* mutant fibroblasts (Castel et al., 2013) and likely explains the morphology of *Rbpj*-KO ESCs. 

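The 4 families were defined by gene symbol and tested with limma's camera, a competitive set test with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the families and comparisons. The integrins were all genes whose symbol begins with Itga or Itgb, so genes only named after an integrin can be among them. Within families, here and in ETR-tKO, a gene was called at an adjusted p under 0.05 from edgeR's quasi-likelihood test, without the FPKM minimum. KEGG pathways themselves were not tested. In 2i, no family passed an adjusted p of 0.05 in *Rbpj*-KO, and the count at an unadjusted p under 0.05 was also 0. The smallest adjusted p in 2i was 0.292 from limma's camera with Benjamini-Hochberg adjustment, for the 16 cadherins, of which 0 were called higher and 3 lower, and with limma's fry, a self-contained test, the cadherins were lower (adjusted p = 0.00302 with Benjamini-Hochberg adjustment). At N16h, the 11 laminins were higher, with a median log2 fold change of 0.66, or 0.51 with TMM normalization (adjusted p = 0.00861 from limma's camera with Benjamini-Hochberg adjustment), and 6 of them were called higher and 1 lower. The adjusted p of the laminins stayed between 6.62e-04 and 0.0384 from limma's camera with Benjamini-Hochberg adjustment when each library was left out in turn. The 26 integrins had a median of 0.45, with 10 called higher and 0 lower (adjusted p = 0.292 from limma's camera and 3.61e-04 from limma's fry, both with Benjamini-Hochberg adjustment). Of the 36 collagens, 9 were called higher and 5 lower, and of the 16 cadherins, 2 higher and 2 lower. The laminin result at N16h held under limma's fry (adjusted p = 6.29e-06 with Benjamini-Hochberg adjustment) and not when limma's camera estimated the correlation (adjusted p = 0.228 with Benjamini-Hochberg adjustment).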

Formative pluripotency markers *Lef1*, *Dnmt3b*, and *Pou3f1* fail to be upregulated (Figures 2D and S3E). 

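*Lef1* (ENSMUSG00000027985.14, chromosome 3, 131110471 to 131224356) rose in RGd2 between 2i and N16h from a normalized count of 1503 ± 278 to 3255 ± 539 (SD, n = 3 each), and in *Rbpj*-KO from 42.9 ± 6.44 to 205 ± 23.9 (SD, n = 3 each). The log2 fold change of *Rbpj*-KO against RGd2 at N16h was −4.00 (standard error 0.17, adjusted p = 1.04e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dnmt3b* (ENSMUSG00000027478.15, chromosome 2, 153649450 to 153687730) rose from 5035 ± 663 to 12207 ± 2207 in RGd2 and from 1744 ± 164 to 5381 ± 367 in *Rbpj*-KO (SD, n = 3 each), with a log2 fold change of −1.18 at N16h (standard error 0.12, adjusted p = 6.13e-10 from the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pou3f1* (ENSMUSG00000090125.3, chromosome 4, 124656807 to 124660655) rose from 18.6 ± 5.27 to 633 ± 200 in RGd2 and from 5.64 ± 3.44 to 170 ± 26.6 in *Rbpj*-KO (SD, n = 3 each), with a log2 fold change of −1.93 at N16h (standard error 0.21, adjusted p = 1.50e-09, again from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
The rise from 2i to N16h was also tested within each genotype and between the genotypes. In *Rbpj*-KO the mean FPKM of *Lef1* was 0.179 in 2i and 0.887 at N16h, so its rise there did not count as a call. *Lef1* rose by a log2 fold change of 1.08 in RGd2 and 2.28 in *Rbpj*-KO, *Dnmt3b* by 1.27 and 1.63, and *Pou3f1* by 5.27 and 5.03. The difference between these responses was 1.20 for *Lef1* (standard error 0.35, adjusted p = 0.0406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.35 for *Dnmt3b* (adjusted p = 0.298 from that edgeR quasi-likelihood test and Benjamini-Hochberg adjustment) and −0.24 for *Pou3f1* (adjusted p = 0.932 likewise with Benjamini-Hochberg adjustment). The difference for *Lef1* no longer passed 0.05 with TMM normalization (log2 fold change 0.96), nor in 8 of the 12 fits that each left out a library. These were the fits without RGd2 2i replicate 31 (1.05), RGd2 N16h replicate 23 (1.23) or 24 (1.08), *Rbpj*-KO 2i replicate 28 (1.25), 29 (1.07) or 30 (1.27), and *Rbpj*-KO N16h replicate 20 (1.15) or 21 (1.15), with adjusted p between 0.00508 and 0.19 over its alternatives (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment). Without *Rbpj*-KO 2i replicate 30 the difference for *Pou3f1* changed sign to 0.16. The 3 genes had a median log2 fold change of −1.93 at N16h, or −2.07 relative to all genes, and all 3 also passed when adjusted over the list alone, which is not independent evidence because the paper chose the list of Figure 2D on these samples.

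**Figure D1:**
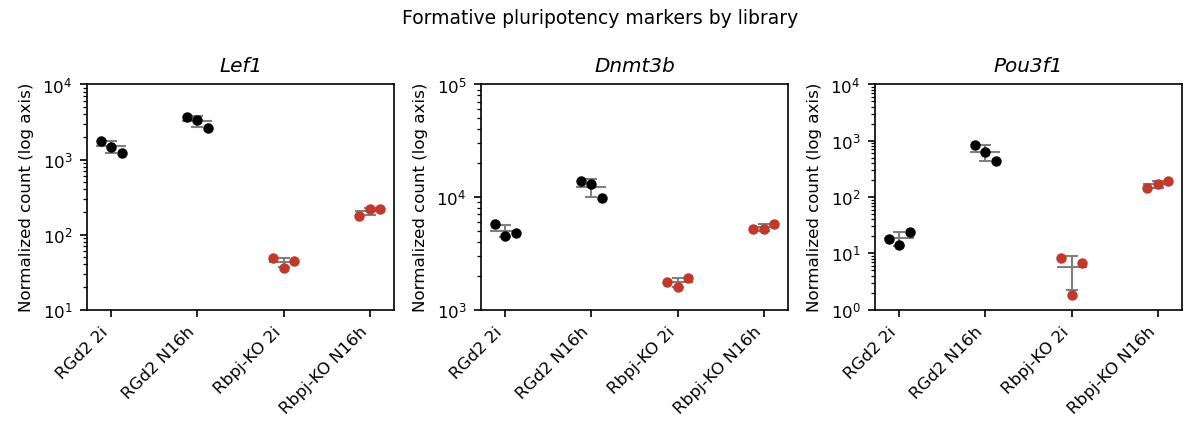
Normalized count (log axis) of *Lef1*, *Dnmt3b* and *Pou3f1* in each library of RGd2 (black) and *Rbpj*-KO (red) in 2i and at N16h, with grey bars for the mean and SD of 3 libraries. For all 3 genes the *Rbpj*-KO libraries lie below the RGd2 libraries of the same condition and above their own 2i libraries.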

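The genes that Figure 2D groups under Fgf/Mek were *Fgfr2*, *Fgf5*, *Fgf15* and *Dusp4*. Their median log2 fold change in *Rbpj*-KO at N16h was −0.90, or −1.04 relative to all genes, from −0.70 for *Fgfr2* to −1.22 for *Fgf5*, and all 4 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Dusp4* (ENSMUSG00000031530.6, chromosome 8, 34807297 to 34819894) had a normalized count of 658 ± 22.5 in *Rbpj*-KO and 1337 ± 73.1 in RGd2 (SD, n = 3 each). The log2 fold change was −1.02 (standard error 0.14, adjusted p = 1.91e-07 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The replicates of *Fgf5* (ENSMUSG00000029337.2, chromosome 5, 98254184 to 98277030) overlapped between the groups, at 71.7 ± 29.6 and 158 ± 47.2 (SD, n = 3 each). Outside the list, *Etv4*, which the paper finds upregulated under active ERK signaling, was higher in *Rbpj*-KO. Its log2 fold change was 1.17 at N16h (adjusted p = 1.44e-11) and 2.18 in 2i (adjusted p = 3.02e-12), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Etv5* was at −0.04 at N16h and not called. Under Notch receptors the figure prints *Jag2* (ENSMUSG00000002799.6, chromosome 12, 112907819 to 112929776) and *Dll1* (ENSMUSG00000014773.13, chromosome 17, 15367354 to 15376872). Both genes encode Notch ligands, so their values do not show a decrease of Notch receptors. *Jag2* changed by a log2 fold change of −0.81 (standard error 0.19, adjusted p = 0.00161) and *Dll1* by −3.05 (standard error 0.18, adjusted p = 5.04e-17), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, the 4 Fgf/Mek genes and these 2 genes all passed, which is not independent evidence for lists chosen on these samples.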

Reduced expression of FGF/mitogen-activated protein kinase (MAPK) pathway components and NOTCH receptors is also evident. 

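At N16h, *Hes1* (ENSMUSG00000022528.7, chromosome 16, 30064384 to 30067796) had a normalized count of 601 ± 20.7 in *Rbpj*-KO and 80.8 ± 12.3 in RGd2 (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.16, adjusted p = 1.30e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Id1* (ENSMUSG00000042745.9, chromosome 2, 152736251 to 152737410) had 545 ± 73.9 and 88.2 ± 27.3 (SD, n = 3 each). This is a log2 fold change of 2.69 (standard error 0.19, adjusted p = 1.15e-14 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Id4* (ENSMUSG00000021379.1, chromosome 13, 48261427 to 48264036) had 83.3 ± 16.5 and 11.4 ± 5.08 (SD, n = 3 each), a log2 fold change of 2.86 (standard error 0.34, adjusted p = 1.32e-08, also from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 2i the log2 fold change was 1.03 for *Hes1* (standard error 0.13) and 0.81 for *Id4* (standard error 0.15), and that of *Id1* was 0.31 (standard error 0.42, adjusted p = 0.717 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), at 33.6 ± 20 and 29.5 ± 4.61 normalized counts (SD, n = 3 each). The 14 genes printed as Notch targets in Figure 2D had a median log2 fold change of 3.45 at N16h, or 3.31 relative to all genes. Of these genes, 12 were higher and 2 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and adjusted over the list alone the numbers were also 12 and 2, which is not independent evidence for a list chosen on these samples. The largest increase was that of *Prickle1*, with a log2 fold change of 5.44, and the 2 lower genes were *Gadd45g* and *Hes6*.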

Among the top upregulated genes are targets of canonical NOTCH signaling known to be repressed by RBPJ, including *Id1*, *Id3*, *Id4*, and *Hes1* (Main et al., 2010, Meier-Stiegen et al., 2010; Figures 2D, S3E, and S4A). 

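The genes that Figure 2D prints as Hes1 targets are *Gadd45g*, *Lef1*, *Dll1* and *Dppa3*. *Gadd45g* (ENSMUSG00000021453.2, chromosome 13, 51846678 to 51848468) had a normalized count of 8.61 ± 1.6 in *Rbpj*-KO and 766 ± 149 in RGd2 at N16h (SD, n = 3 each). Its log2 fold change was −6.45 (standard error 0.30, adjusted p = 5.58e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dppa3* (ENSMUSG00000046323.8, chromosome 6, 122626410 to 122630272) was close to the detection floor in *Rbpj*-KO, with 1.98 ± 3.44 against 27.2 ± 3.56 normalized counts in RGd2 (SD, n = 3 each), and its log2 fold change was −3.43 (standard error 0.86, adjusted p = 0.00262 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without *Rbpj*-KO replicate 19 the other libraries had 0 counts, and *Dppa3* was at least 6.81-fold lower. The median of the 4 genes was −3.72, or −3.86 relative to all genes, and −3.36 without that replicate when *Dppa3* is set at its bound. All 4 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and adjusted over the list alone, which is not independent evidence for a list chosen on these samples. In 2i the median of the 4 genes was −4.53, and all 4 were lower by the same test. *Hes1* was higher by 1.03 in 2i and by 2.93 at N16h, so the decrease was not larger where *Hes1* rose more.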

Repressed targets of Hes1 (Kobayashi et al., 2009) are among the top downregulated genes, consistent with increased Hes1 levels. ID factors and HES1 have previously been shown to impede ESC differentiation (Davies et al., 2013, Kobayashi and Kageyama, 2010, Ying et al., 2003, Zhou et al., 2013). Id3 is highly expressed in *Rbpj* mutants (Figure S4A). 

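*Id3* (ENSMUSG00000007872.3, chromosome 4, 136143497 to 136145755) had a normalized count of 835 ± 152 in *Rbpj*-KO and 279 ± 19.9 in RGd2 in 2i (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.16, adjusted p = 5.26e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At N16h it had 1071 ± 94.1 and 315 ± 50.6 (SD, n = 3 each). The log2 fold change was 1.74 (standard error 0.14, adjusted p = 2.39e-13 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Rbpj*-KO library was above every RGd2 library in both conditions. The effect did not differ detectably between the conditions, with a difference of 0.20 (standard error 0.21, adjusted p = 0.628 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that changed sign to −0.04 with TMM normalization. The mean FPKM at N16h was 22.8 in *Rbpj*-KO and 7.21 in RGd2.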

CRISPR/Cas9-mediated mutation of *Id3* in RGd2 ESCs slightly diminished GFP levels and appeared to accelerate downregulation. However, *Id3* knockout did not restore exit kinetics in *Rbpj*-KO ESCs (Figure S4B). We also mutated *Hes1* and found no effect (Figure S4C).

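*Nanog* (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) had a normalized count of 11689 ± 355 in *Rbpj*-KO and 4478 ± 84.2 in RGd2 at N16h (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.10, adjusted p = 1.06e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tbx3* (ENSMUSG00000018604.18, chromosome 5, 119670669 to 119684724) had 2182 ± 42.5 and 749 ± 74.1 (SD, n = 3 each). This is a log2 fold change of 1.55 (standard error 0.15, adjusted p = 1.21e-10 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes higher in *Rbpj*-KO at N16h, ordered by log2 fold change, *Tbx3* ranked 183 and *Nanog* 229, and ordered by p they ranked 98 and 34. In 2i the log2 fold change was 0.42 for *Tbx3* (standard error 0.14, adjusted p = 0.0424) and 0.22 for *Nanog* (standard error 0.10, adjusted p = 0.179), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p of *Tbx3* in 2i ranged from 0.00559 to 0.25 and that of *Nanog* from 0.00323 to 0.776 (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment). Without RGd2 replicate 32, *Rbpj*-KO replicate 28 or replicate 30, *Tbx3* was not called in 2i (log2 fold change 0.30, 0.30 and 0.44), and without RGd2 replicate 31, *Nanog* was (0.34).
Both genes fell between 2i and N16h in each genotype, *Nanog* by a log2 fold change of −2.49 in RGd2 and −1.32 in *Rbpj*-KO, and *Tbx3* by −2.25 and −1.12. The difference between the genotypes was 1.17 for *Nanog* (standard error 0.15, adjusted p = 6.19e-07) and 1.13 for *Tbx3* (standard error 0.21, adjusted p = 4.45e-04), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 9 naive factors printed in Figure 2D had a median log2 fold change of 0.68 at N16h, or 0.54 relative to all genes. Of these, 8 were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.53 for *Esrrb* to the value of *Tbx3*, and *Dppa3* was lower. Adjusted over the list alone the numbers were again 8 and 1, which is not independent evidence for a list chosen on these samples.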

To widen the search for relevant targets, we examined pluripotency factor expression in *Rbpj* mutants and noted that *Tbx3* and *Nanog* are among the top 200 upregulated genes during transition (Figures 2D and 2F). A previous ChIP-seq study reported these genes among candidate RBPJ targets in F9 embryonal carcinoma cells (Lake et al., 2014). We employed ChIP-PCR to examine RBPJ binding at the reported *Nanog* and *Tbx3* sites and confirmed localization proximal to both genes (Figures 2F, 2G, and S4D). Furthermore, there is a palindromic RBPJ binding motif (Castel et al., 2013) within the binding site at the *Nanog* transcriptional start site (Figure 2F). We used siRNA to knock down *Nanog* and *Tbx3* in *Rbpj* mutants and found in both cases that exit kinetics and clonogenicity are almost fully restored (Figures 2H and 2I). We also tested the effect of these knockdowns in *Etv5* mutants (Figure S4E). NANOG depletion reverts the *Etv5*-KO exit delay phenotype, reflecting its general importance for sustaining naive pluripotency, whereas TBX3 siRNA has little or no effect, indicating that its role is specifically significant in the RBPJ context.

These data indicate that upregulation of RBPJ promotes extinction of naive pluripotency principally by extinguishing expression of *Nanog* and *Tbx3*. In addition, intersection of the ChIP-seq data with transcriptome data from Rbpj-KO cells identified 401 potential directly repressed genes (Figure S4F; Table S2), including other genes associated with ESC self-renewal, notably the LIF signal transducer STAT3. 

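*Stat3* (ENSMUSG00000004040.16, chromosome 11, 100885098 to 100939540) had a normalized count of 881 ± 135 in *Rbpj*-KO and 516 ± 40.6 in RGd2 at N16h (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.12, adjusted p = 5.05e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 2i it had 1168 ± 48.7 and 874 ± 135 (SD, n = 3 each). Its log2 fold change was 0.37 (standard error 0.12, adjusted p = 0.0357 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The call in 2i was lost in 5 of the 6 fits that each left out a library, with log2 fold changes of 0.32 without RGd2 replicate 32 and 0.32 without replicate 33, and of 0.34, 0.40 and 0.38 without *Rbpj*-KO replicates 28, 29 and 30. From the higher expression of *Nanog* and *Tbx3* in the mutants, together with RBPJ binding at both genes and the knockdown experiments, the paper concludes that RBPJ promotes the loss of naive pluripotency mainly by extinguishing these genes.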

Significantly, only 8 of these candidates overlap with high-confidence TCF3 repressed targets (Figure S4G; Table S2; Martello et al., 2012).

### Elimination of *Etv5* and *Rbpj* Allows Self-Renewal Supported Only by GSK3 Inhibition

In light of their independent regulation (Figures S2A–S2F), we created combined mutants for both *Etv5* and *Rbpj* (ER-dKO) and *Rbpj* and *Tcf3* (RT-dKO). Double mutants show a stronger delay phenotype, but undifferentiated ESCs cannot be expanded beyond two passages in N2B27 (Figure 3A). However, deficiency for *Etv5* and *Rbpj* is sufficient to sustain self-renewal in GSK3 inhibitor (CH) only. Parental ESCs cannot be propagated in these conditions beyond passage 2 (Figure 3B). Both single mutants can also be maintained in CH (Figure S4H) but expand slowly (Figure S4I), whereas ER-dKO cells proliferate similarly to parental RGd2 cells in 2i (Figure S4I) and remain uniformly GFP positive (Figure 3B). After 5 passages in CH, we assayed colony formation in 2i/LIF as a measure of naive ESC frequency. ER-dKO cells generated undifferentiated colonies with undiminished efficiency relative to RGd2 cells maintained in 2i (Figures 3C and 3D, a and b). Furthermore, they could also form colonies robustly in CH (Figure S4J), a property that is lost in parental ESCs after 2 passages. These results demonstrate a combined effect of *Etv5* and *Rbpj* deletion that enables self-renewal without MEK inhibition or LIF.

**Figure 3:**
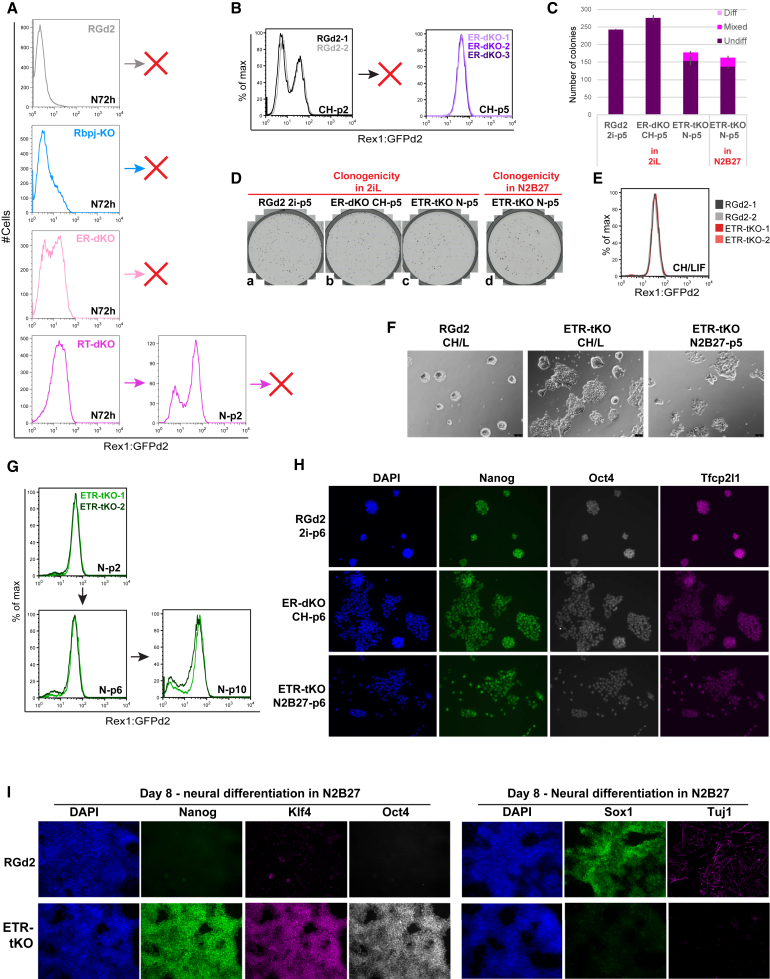
Dual- and Triple-Knockout Phenotypes (A) GFP profiles of RbpJ-KO (R-KO), Etv5/Rbpj-dKO (ER-dKO), and Rbpj/Tcf3-dKO (RT-dKO) ESCs at 72 h post-CH/LIF withdrawal (N72h) or at the end of passage 2 (p2). Red crosses indicate failure of replating upon passage. (B) Profiles of RGd2 and ER-dKO ESCs cultured in CHIRON (CH) only. (C) Clonogenicity in 2i/LIF or N2B27. Error bars show SD from 2 technical replicates. (D) Whole well images of colony formation in 2i/LIF or N2B27. (E) GFP profiles of ETR-tKO and RGd2 ESCs cultured in CH/LIF. (F) Phase contrast images. Scale bar represents 75 μM. (G) GFP profiles of ETR-tKO ESCs cultured in N2B27 only. (H) Immunofluorescent staining (IF) of RGd2 ESCs cultured in 2i, ER-dKO in CH, and ETR-tKO in N2B27 after 6 passages. (I) IF after 8 days of neural differentiation. (H and I) Images were taken using 20× (H) and 10× (I) objective. See also Figures S4 and S5.

### Triple Deletion of *Etv5*, *Rbpj*, and *Tcf3* Renders ESC Self-Renewal Constitutive

We then generated triple knockouts for *Etv5*, *Rbpj*, and *Tcf3* (ETR-triple knockout [tKO]). Like *Rbpj*, *Tcf3*, and ER-dKO mutants, ETR-tKO cells were flattened but undifferentiated and uniformly GFP positive in CH/LIF (Figures 3E, 3F, and S5A). In contrast to other mutants, two independently generated ETR-KO clones maintained robust GFP expression in N2B27 (Figure 3G), expanding constantly although more slowly than in CH/LIF (Figures S5B and S5C). After 10 passages in N2B27, only a minor GFP-negative population emerged (Figure 3G). ETR-tKO cells passaged in N2B27 generated numerous alkaline-phosphatase-positive colonies on replating at clonal density in 2i/L and also in N2B27 only (Figures 3C and 3D, c and d). Immunostaining of ER-dKO cells in CH and ETR-tKO cells in N2B27 showed relatively homogeneous staining for OCT4 and for naive pluripotency factors NANOG and TFCP2L1 (Figure 3H). Under neural differentiation conditions, ETR-tKO cells maintained Nanog and Klf4 protein expression with no induction of neural markers SOX1 or TuJ1 (Figure 3I).

We examined whether conversion to primed EpiSC (Brons et al., 2007, Guo et al., 2009, Tesar et al., 2007) is impeded in the various mutants. Cells were transferred to medium containing activin, Fgf2, and Wnt pathway inhibitor XAV939 (Sumi et al., 2013), hereafter AFX. Over 3 passages, RGd2 lines converted into epithelial EpiSC with complete loss of GFP but retention of alkaline phosphatase (Figures 4A–4C). *Tcf3*-KO and *Rbpj*-KO mutants similarly converted efficiently to EpiSC. In contrast, *Etv5*-KO cells downregulated GFP (Figure 4B) but displayed distinct morphology by passage 2 (Figure 4A, c and d). By passage 3, cultures differentiated into fibroblast-like cells (Figure 4A, e and f) and contained only occasional patches of alkaline-phosphatase-positive cells (Figure 4C). Only one culture eventually yielded with EpiSC-like cells, and these cells deviated from the EpiSC state, with lower expression of *Pou3f1* and almost no *Fgf5* or *Otx2* (Figure 4D). In contrast to all the above, ETR-tKO mutants retained a significant proportion of GFP cells, even after 10 passages in AFX (Figure 4E). They maintained substantial expression of naive markers *Klf2* and *Tfcp2l1* with low expression of *Otx2*, *Pou3f1*, and *Fgf5* (Figure 4D).

**Figure 4:**
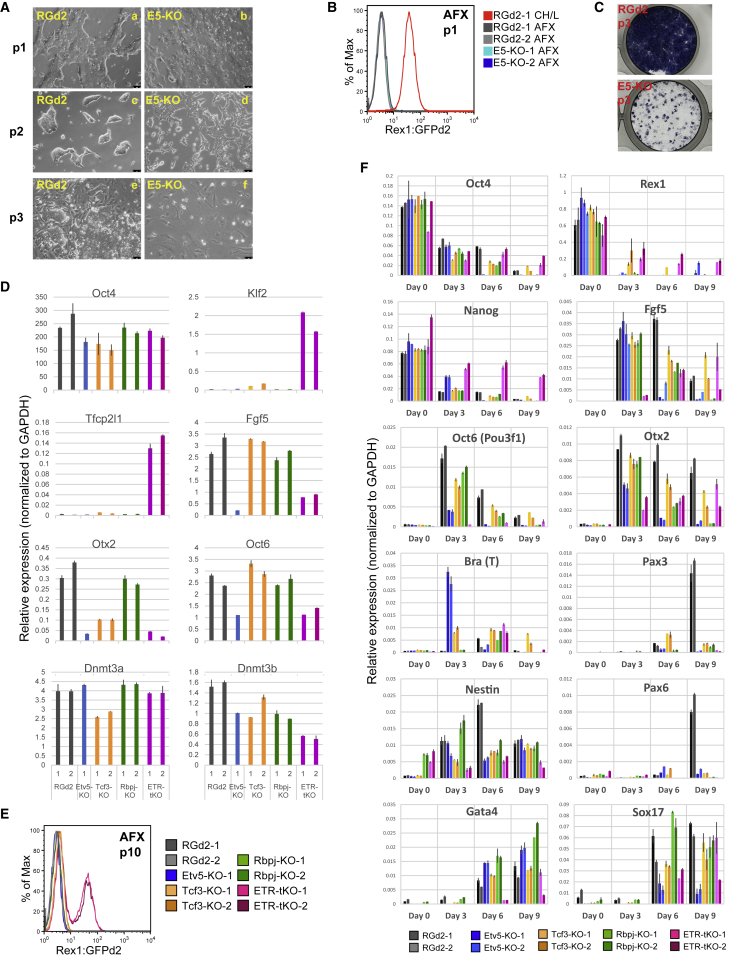
Transition Failure of Etv5 and Triple-Knockout ESCs (A) Phase contrast images of RGd2 and Etv5-KO ESCs during first three passages (p1–p3) in AFX taken using a 10× objective. Scale bars represent 75 μM. (B) GFP profiles at the end of p1. (C) Alkaline phosphatase staining at the end of p3. (D and E) qRT-PCR (D) and GFP (E) profiles after 10 passages in AFX. (F) qRT-PCR on embryoid bodies on days 3–9. Day 0 is starting ESCs in CH/LIF. Error bars in (D) and (F) show SD from 2 technical replicates for qPCR.

We examined embryoid body formation in serum, an inductive system for multilineage differentiation (Doetschman et al., 1985). Single mutants downregulated naive markers but failed to upregulate the mesoderm marker PAX3 or neural marker PAX6 (Figure 4F). Endoderm markers were less affected, but this may reflect extraembryonic differentiation without formative transition (Smith, 2017). In ETR-tKO cells, upregulation of formative and lineage markers was severely diminished or delayed and expression of naive pluripotency markers persisted.

We investigated whether paracrine signaling might contribute to ETR-KO cell resistance to transition. We labeled ETR-tKO cells with the monomeric Kusabira Orange (mKO) reporter and set up mixed cultures with a minority (5%) of RGd2 test cells. GFP downregulation kinetics were unaltered (Figure S5D), demonstrating that the ETR-tKO phenotype is cell intrinsic.

Finally, we introduced a transgene for re-expression of *Etv5* and *Tcf3* in ETR-tKO mutants. Doxycycline-induced expression was lower than endogenous wild-type levels, but cells initiated downregulation of *Rex1* and *Nanog* and upregulation of *Pou3f1* (Figures S5E and S5F). After 3 days in N2B27 alone, NANOG protein was absent from a high proportion of Dox-treated cells, whereas it remained uniformly present in untreated cells (Figure S5G). This rescue experiment indicates that the transition delay phenotype is reversible and directly attributable to the mutated genes.

### Whole-Transcriptome Analysis of *Etv5*/*Rbpj* and *Etv5*/*Tcf3*/*Rbpj* Mutant ESCs

We performed RNA-seq (Table S3) and compared mutant cells with RGd2 cultures in 2i, N2B27 for 16 h or 72 h (N16h or N72h), or CH for 2 passages (CHp2). 

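The mutant libraries came from 3 lines of *Etv5*/*Rbpj* double mutants cultured in CH for 5 passages (ER-dKO CH-p5) and 3 lines of triple mutants cultured in N2B27 for 5 passages (ETR-tKO N-p5). The clone labels of ETR-tKO replicates 14 and 15 share the prefix Tc1, so these lines may come from the same clone. Chi-square per gene was 5.718 between them, and 28.57 and 33.84 between replicate 13 and each of them. Values for ETR-tKO treat the lines as independent, and their SD and p-values may understate the spread between independent lines. They were compared with RGd2 cells kept in 2i for 5 passages (2i-p5), and with the RGd2 libraries of N16h, N72h and CHp2, with 3 libraries per condition. Library preparation, alignment and the scaling on the spike-ins were those of the *Rbpj*-KO experiment, and all libraries were part of the same model. Between 34208077 and 71439411 fragments per library were counted on genes in ER-dKO, between 25842406 and 41560347 in ETR-tKO and between 9255795 and 22213048 in RGd2 2i-p5.
*Etv5* (ENSMUSG00000013089.15, chromosome 16, 22381309 to 22439719) had a normalized count of 10960 ± 803 in RGd2 2i-p5, 1678 ± 279 in ER-dKO and 1834 ± 717 in ETR-tKO (SD, n = 3 each). Its log2 fold change was −2.71 in ER-dKO (standard error 0.15, adjusted p = 3.96e-18) and −2.56 in ETR-tKO (standard error 0.15, adjusted p = 1.48e-17), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tcf7l1*, the gene of TCF3 (ENSMUSG00000055799.13, chromosome 6, 72626378 to 72789254), had 516 ± 67.2 in RGd2 2i-p5 and 85.4 ± 49.2 in ETR-tKO (SD, n = 3 each), a log2 fold change of −2.72 (standard error 0.25, adjusted p = 8.81e-12 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Rbpj* had 3023 ± 314 in RGd2 2i-p5 and 2063 ± 437 in ETR-tKO (SD, n = 3 each). The log2 fold change was −0.56 (standard error 0.20, adjusted p = 0.0262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the alternatives its adjusted p ranged from 1.50e-05 to 0.157 (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment). That call was lost without ETR-tKO replicate 13 (−0.39) or RGd2 replicate 2 (−0.47).
In ER-dKO the *Rbpj* count was 1138 and 1307 in replicates 10 and 11, but 3489 in the library labelled ER-dKO CH-p5 12, above the highest RGd2 2i-p5 library at 3385. Its *Etv5* count, 1684, was as low as in the other ER-dKO libraries. With this library the log2 fold change of *Rbpj* in ER-dKO was −0.63 (standard error 0.20, adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without it −1.30. The call was lost without replicate 10 (−0.36), replicate 11 (−0.40) or RGd2 replicate 2 (−0.54), and the adjusted p ranged from 6.02e-10 to 0.171 over the alternatives (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment). Values for ER-dKO include the library labelled ER-dKO CH-p5 12.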

At 16 h, ESCs are poised for transition but will regenerate ESC colonies at high efficiency if restored to 2i/LIF (Kalkan et al., 2017). Hierarchical clustering (Figure 5A) divides N72h and CHp2 from other samples, consistent with having exited the ESC state. 

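Euclidean distances were calculated on regularized log-transformed counts of 35091 genes, scaled on the spike-ins, and libraries were joined by complete linkage. The first division placed the 6 libraries of N72h and CHp2 on one side and the other libraries on the other side. This division was also the first with average linkage, with log2 CPM after TMM normalization, with a variance-stabilizing transformation on gene-based size factors, and with the 2000 most variable genes. The mean distance of ETR-tKO libraries was 111.7 ± 5.291 to N72h and 100.8 ± 4.997 to CHp2 (SD, n = 3 each).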

ETR-tKO cells cultured in N2B27 and ER-dKO cells in CH form a sub-cluster between 2i and N16h samples. 

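The 6 libraries of ETR-tKO and ER-dKO formed a cluster of their own, at a mean distance of 66.51 ± 3.359 (SD, n = 3) between the mutants. This cluster next joined the 12 libraries of 2i, those of *Rbpj*-KO and *Etv5*-KO included. With TMM-normalized log2 CPM or the variance-stabilizing transformation it joined the 8 libraries of N16h instead. The mean distance of ETR-tKO libraries was 84.45 ± 2.454 to RGd2 2i-p5, 92.61 ± 0.8276 to RGd2 2i and 90.6 ± 1.899 to RGd2 N16h (SD, n = 3 each). To the single mutants it was 78.98 ± 2.415 in 2i and 76.18 ± 1.618 at N16h for *Rbpj*-KO, and 90.99 ± 0.9636 and 79.7 ± 1.912 for *Etv5*-KO (SD, n = 3 each), so ETR-tKO was nearer to the mutants at N16h than in 2i. The mean distance of ER-dKO libraries, which include the library labelled ER-dKO CH-p5 12, was 72.99 ± 1.804 to RGd2 2i-p5 and 96.4 ± 1.002 to RGd2 N16h (SD, n = 3 each).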

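On the same transformed counts the first principal component held 33.6% of the variance and the second 16%. N72h and CHp2 libraries lay between 57.89 and 86.84 on the first component, and the libraries of 2i, N16h, ER-dKO and ETR-tKO between −34.67 and 6.62. On the second component the 2i libraries lay between −27.24 and −5.565 and the N16h libraries between 36.3 and 45.55. With the 2000 most variable genes, the setting that moved these shares most, the first component held 43.2% and the second 17.8%.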

Principal-component analysis (PCA) discriminates on PC1 samples before and after exit (Figure 5B), and PC2 separates 2i from transitional cells. 

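The ETR-tKO libraries lay between 1.162 and 4.043 on the second principal component, and their mean position was 40.3% ± 2.29 (SD, n = 3) of the way from the mean of RGd2 2i-p5 to the mean of RGd2 N16h. ER-dKO libraries lay between −21.1 and −20.05. The ratio of the distance to RGd2 2i-p5 over the distance to RGd2 N16h, across all genes, was 0.932 ± 0.007991 for ETR-tKO and 0.7571 ± 0.01151 for ER-dKO (SD, n = 3 each), and with RGd2 2i in place of 2i-p5 the ratio of ETR-tKO was 1.023 ± 0.02812 (SD, n = 3).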

ETR-tKO cells are close to 2i samples but displaced toward N16h.

**Figure 5:**
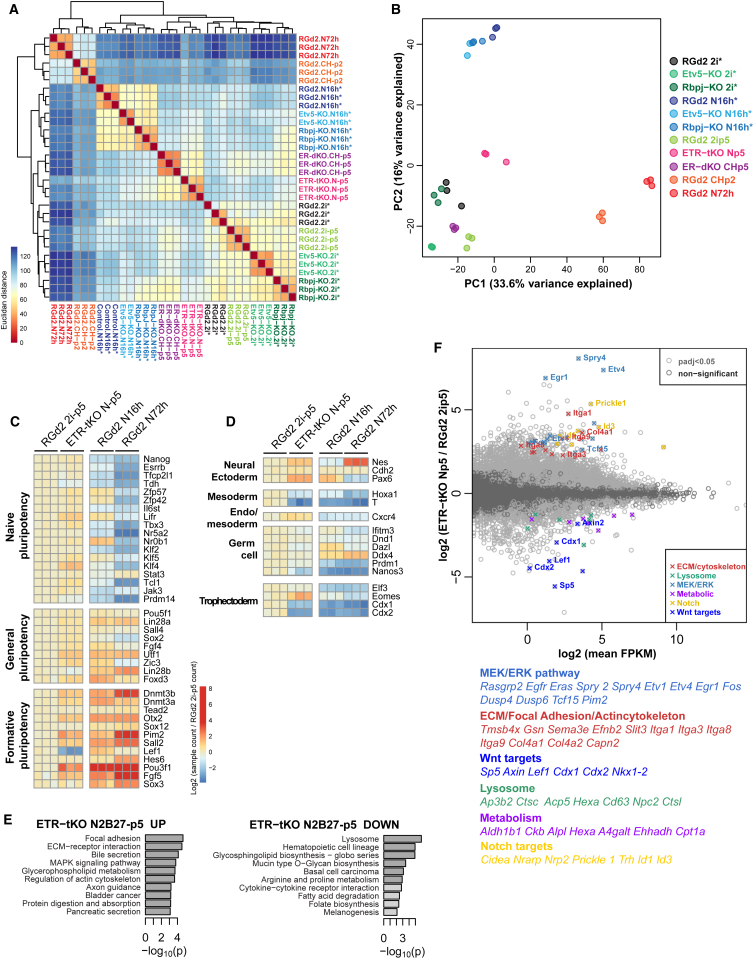
Transcriptome Analysis of Single and Combined Mutants (A and B) Hierarchical clustering (A) and PCA plot (B) based on normalized gene expression for all genes. ^∗^ denotes cells expanded in CH/LIF and switched to 2i for 48 h prior to sample conditions. (C and D) Heatmaps showing relative expression for pluripotency genes (C) and lineage markers (D). Values are shown as Log2 fold change of RNA-seq read counts relative to RGd2 2i-p5. Only the genes with a mean expression value of FPKM ≥ 1 in either RGd2 2i-p5 or ETR-tKO N-p5 samples were included. Genes were sorted by mean expression within each group. (E) KEGG pathway enrichment for differentially expressed genes. (F) MA plot showing mean expression against fold change per gene in ETR-KO cells cultured in N2B27 for 5 passages (ETR-tKO N-p5) versus RGd2 2i-p5 sample. Gene symbols are shown for selected genes listed below. See also Tables S2 and S3.

Pluripotency factor profile is similar between ETR-tKO and naive ESC, with some modulation in levels (Figure 5C). 

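In ETR-tKO, 4492 genes were higher and 1186 lower than in RGd2 2i-p5, out of 11814 tested genes that passed the FPKM minimum, and the replicates did not overlap for 5382 of these 5678 genes, and for 59.1% of all 11814, where chance gives 10%. With TMM normalization 3050 genes were higher and 2823 lower, the share of higher genes moved from 79.11% to 51.93%, and the median log2 fold change of all genes shifted by −0.21. ER-dKO had 4050 genes higher and 1026 lower out of 11562 that passed the FPKM minimum, without overlap for 5013 of these 5076. With TMM normalization the numbers were 2924 and 2098, the share moved from 79.79% to 58.22% and the median shifted by −0.17. Without the library labelled ER-dKO CH-p5 12 there were 3437 and 915.
The 18 naive genes of Figure 5C had a median log2 fold change of 0.38 in ETR-tKO against RGd2 2i-p5, or 0.15 relative to all genes, from −0.84 for *Tdh* to 1.67 for *Klf4*. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 were higher and 2 lower. In ER-dKO their median was 0.19, or −0.02 relative to all genes, with 9 higher and 2 lower. *Nanog* had a normalized count of 21425 ± 644 in ETR-tKO and 16837 ± 1102 in RGd2 2i-p5 (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.10, adjusted p = 0.00578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM normalization it was 0.13 and not called, and its adjusted p ranged from 0.00143 to 0.143 over the alternatives (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment). *Esrrb* (ENSMUSG00000021255.17, chromosome 12, 86361117 to 86521628) had 15864 ± 2535 and 14544 ± 980 (SD, n = 3 each). This is a log2 fold change of 0.12 that changed sign to −0.10 with TMM normalization (standard error 0.11, adjusted p = 0.386 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).
In RGd2 the same 18 genes had a median log2 fold change against 2i-p5 of −1.07 at N16h, −3.76 at N72h and −1.19 in CHp2. Of these genes, 13, 17 and 17 were lower and 4, 0 and 0 higher. Compared with RGd2 in CHp2, ER-dKO had a median of 1.46, with 17 higher and 0 lower. The 9 general pluripotency genes had a median of 0.67 in ETR-tKO, or 0.44 relative to all genes, with 8 higher and 0 lower. Adjusted over the list alone, the naive genes gave 10 higher and 2 lower in ETR-tKO and the general genes 8 and 1, where *Lin28b* (log2 fold change −0.46) passed only within the list.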

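The 12 formative genes of Figure 5C had a median log2 fold change against RGd2 2i-p5 of 1.36 in ETR-tKO, −0.14 in ER-dKO and 2.31 in RGd2 at N16h. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 were higher and 1 lower in ETR-tKO, 3 and 4 in ER-dKO, and 11 and 0 in RGd2 at N16h. Adjusted over the list alone, 8 were higher and 1 lower in ETR-tKO. *Pou3f1* had a normalized count of 7.38 ± 0.441 in RGd2 2i-p5 and 159 ± 87 in ETR-tKO (SD, n = 3 each), a log2 fold change of 4.50 (standard error 0.53, adjusted p = 3.05e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Otx2* (ENSMUSG00000021848.15, chromosome 14, 48657679 to 48667644) had 360 ± 27.9 and 1177 ± 82.1 (SD, n = 3 each). Its log2 fold change was 1.70 (standard error 0.13, adjusted p = 6.59e-14 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Lef1* was lower in ETR-tKO, with 64.2 ± 27.3 against 1206 ± 159 (SD, n = 3 each), a log2 fold change of −4.12 (standard error 0.20, adjusted p = 3.23e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Compared with RGd2 at N16h, the median of the 12 genes was −0.99 in ETR-tKO, with 1 higher and 9 lower, and −2.09 in ER-dKO, with 0 higher and 12 lower. *Pim2* was the 1 higher gene in ETR-tKO, with a log2 fold change of 0.67. *Pou3f1* was lower in ETR-tKO than in RGd2 at N16h by a log2 fold change of −1.91 (standard error 0.19, adjusted p = 3.00e-11) and *Otx2* by −0.95 (standard error 0.11, adjusted p = 5.67e-10), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Compared with RGd2 in CHp2, the median in ER-dKO was −2.05, with 0 higher and 10 lower.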

Expression of some formative markers is detectable but at levels below those in N16h cells. Lineage markers are absent or very lowly expressed (Figure 5D; Tables S2 and S3). 

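The 16 lineage markers of Figure 5D had a median log2 fold change of −0.49 in ETR-tKO against RGd2 2i-p5, or −0.72 relative to all genes, with a median FPKM of 2.2 in ETR-tKO and 3.68 in RGd2 2i-p5. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 were higher and 9 lower, and adjusted over the list alone 5 and 10. The lowest value was that of *Cdx2*, a log2 fold change of −5.50. *Pax6* (ENSMUSG00000027168.21, chromosome 2, 105668900 to 105697364) was higher, with a normalized count of 714 ± 10.2 against 160 ± 10.6 (SD, n = 3 each) and a log2 fold change of 2.14 (standard error 0.19, adjusted p = 1.70e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at an FPKM of 2.28 in ETR-tKO. *Eomes* (ENSMUSG00000032446.14, chromosome 9, 118478212 to 118486132) was at 983 ± 344 and 253 ± 50.9 (SD, n = 3 each). The log2 fold change was 1.89 (standard error 0.20, adjusted p = 3.32e-10 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), at an FPKM of 8.71. *Nes* (ENSMUSG00000004891.16, chromosome 3, 87971078 to 87980451) was at 1555 ± 55.8 and 503 ± 30.3 (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.16, adjusted p = 2.62e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at an FPKM of 9.03. *Cxcr4* (ENSMUSG00000045382.6, chromosome 1, 128588199 to 128592293) was the other higher gene, with a log2 fold change of 0.74 (standard error 0.28, adjusted p = 0.0309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost with TMM normalization (0.54) and without RGd2 replicate 1 (0.65), RGd2 replicate 2 (0.45) or ETR-tKO replicate 13 (0.57), with an adjusted p between 0.00312 and 0.252 over the alternatives (edgeR's quasi-likelihood test or DESeq2's Wald test, with Benjamini-Hochberg adjustment).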

As in *Rbpj* single mutants, NOTCH targets, focal adhesion, and ECM genes are upregulated, along with actin cytoskeleton components (Figures 5E and 5F). 

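The 7 genes that Figure 5F prints as Notch genes had a median log2 fold change of 3.71 in ETR-tKO, from 2.84 for *Trh* to 5.50 for *Prickle1*, or 3.48 relative to all genes. The 12 genes of ECM, focal adhesion and actin had a median of 2.98, from 2.35 for *Itga3* to 5.21 for *Col4a1*, or 2.75 relative to all genes. All genes of both lists were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and also adjusted over the list alone, which is not independent evidence because the paper chose the lists of Figure 5F on these samples. *Col4a1* (ENSMUSG00000031502.11, chromosome 8, 11198423 to 11312826) had a normalized count of 4804 ± 623 in ETR-tKO and 132 ± 21.2 in RGd2 2i-p5 (SD, n = 3 each). Among the families tested in *Rbpj*-KO, the integrins were higher in ETR-tKO, with a median of 0.56, or 0.35 with TMM normalization, and 10 called higher and 3 lower (adjusted p = 0.00402 from limma's camera with Benjamini-Hochberg adjustment). The integrin result held under limma's fry (adjusted p = 4.28e-09 with Benjamini-Hochberg adjustment) and not when limma's camera estimated the correlation (adjusted p = 0.228 with Benjamini-Hochberg adjustment). The collagens had a median of 1.17, with 19 called higher and 3 lower (adjusted p = 0.25 from limma's camera with Benjamini-Hochberg adjustment), and the cadherins 1.48, with 8 and 1 (adjusted p = 0.53 from limma's camera with Benjamini-Hochberg adjustment). Both families passed under limma's fry (adjusted p = 9.03e-07 and 9.03e-07 with Benjamini-Hochberg adjustment). The laminins had a median of 0.17, which changed sign to −0.04 with TMM normalization, with 2 and 1 (adjusted p = 0.669 from limma's camera with Benjamini-Hochberg adjustment).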

MEK and ERK pathway components and targets are upregulated while expression of Wnt target genes is reduced, in line with absence of 2i (Figures 5E and 5F). 

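The 13 genes printed under MEK/ERK in Figure 5F had a median log2 fold change of 3.33 in ETR-tKO, or 3.11 relative to all genes, and the median was also 3.33 with the 1 gene at the detection floor in RGd2 set to its lower bound. All 13 were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values ranged from 2.22 for *Spry2* to 9.39 for *Spry4* (ENSMUSG00000024427.6, chromosome 18, 38586268 to 38601268), which had a normalized count of 2570 ± 48 in ETR-tKO and 4.1 ± 2.82 in RGd2 2i-p5 (SD, n = 3 each). In ER-dKO the log2 fold change of *Spry4* was 9.26 (standard error 0.25, adjusted p = 3.31e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Etv4* (ENSMUSG00000017724.14, chromosome 11, 101769742 to 101785371) rose in ER-dKO by a log2 fold change of 7.63 (standard error 0.20, adjusted p = 1.02e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 6 Wnt targets had a median of −4.41, or −4.64 relative to all genes, from −1.87 for *Axin2* to −6.26 for *Sp5*, and all 6 were lower at an adjusted p under 0.05 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. *Sp5* (ENSMUSG00000075304.2, chromosome 2, 70474923 to 70477729) had 4.47 ± 4.55 in ETR-tKO and 387 ± 11.4 in RGd2 2i-p5 (SD, n = 3 each). Adjusted over the list alone, all 13 and all 6 passed, which is not independent evidence for lists chosen on these samples.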

Several metabolism- and lysosome-related genes are downregulated, which may relate to slower growth of ETR-tKO cells (Figure S5F).

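The 7 lysosome genes of Figure 5F had a median log2 fold change of −1.65 in ETR-tKO, or −1.87 relative to all genes, from −1.32 for *Acp5* to −3.12 for *Ap3b2*. The 7 metabolism genes had a median of −1.58, or −1.80 relative to all genes, from −1.29 for *Ckb* to −2.24 for *Hexa*, which is in both lists. All of them were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and also adjusted over the list alone, which is not independent evidence for lists chosen on these samples. *Ap3b2* (ENSMUSG00000062444.14, chromosome 7, 81460399 to 81493925) had a normalized count of 462 ± 63.9 in ETR-tKO and 4048 ± 285 in RGd2 2i-p5 (SD, n = 3 each). Outside these lists, *Pglyrp1* (ENSMUSG00000030413.7, chromosome 7, 18871331 to 18890459) was among the 3 called genes without overlap that decreased most, with 1.07 ± 1.24 and 529 ± 57.2 (SD, n = 3 each).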

These results establish that the naive pluripotency factor network is intact and the transition to formative pluripotency is barely initiated, both for *Etv5/Rbpj* mutants cultured in CH and for triple mutants in N2B27 only.

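When each library was left out in turn, the median log2 fold change of the naive genes against RGd2 2i-p5 stayed between 0.32 and 0.41 in ETR-tKO and between 0.16 and 0.26 in ER-dKO. With median-of-ratios size factors on the gene counts it was 0.14 in ETR-tKO and changed sign to −0.02 in ER-dKO. From the expression of naive and formative genes in both mutants, the paper concludes that the naive factor network is intact and that the transition to formative pluripotency has hardly begun.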

### Triple-Knockout Cells Colonize Chimeras but Do Not Convert to Post-implantation Epiblast

We then examined whether ETR-tKO cells retain functional proximity to naive epiblast. We introduced a constitutive H2B*-*tdTomato reporter and performed injections into 8 cell embryos that were then cultured to the expanded blastocyst stage. In 9/9 blastocysts, mutant cells extensively colonized the epiblast, outnumbering the host cells similarly to parental RGd2 cells (Figure 6A). Contribution was confined to the Sox2-positive epiblast, with no cells detectable in primitive endoderm or trophoblast. Thus, ETR-tKO cells retain the ability of undifferentiated ESCs to survive, proliferate, and colonize the epiblast exclusively (Alexandrova et al., 2016).

**Figure 6:**
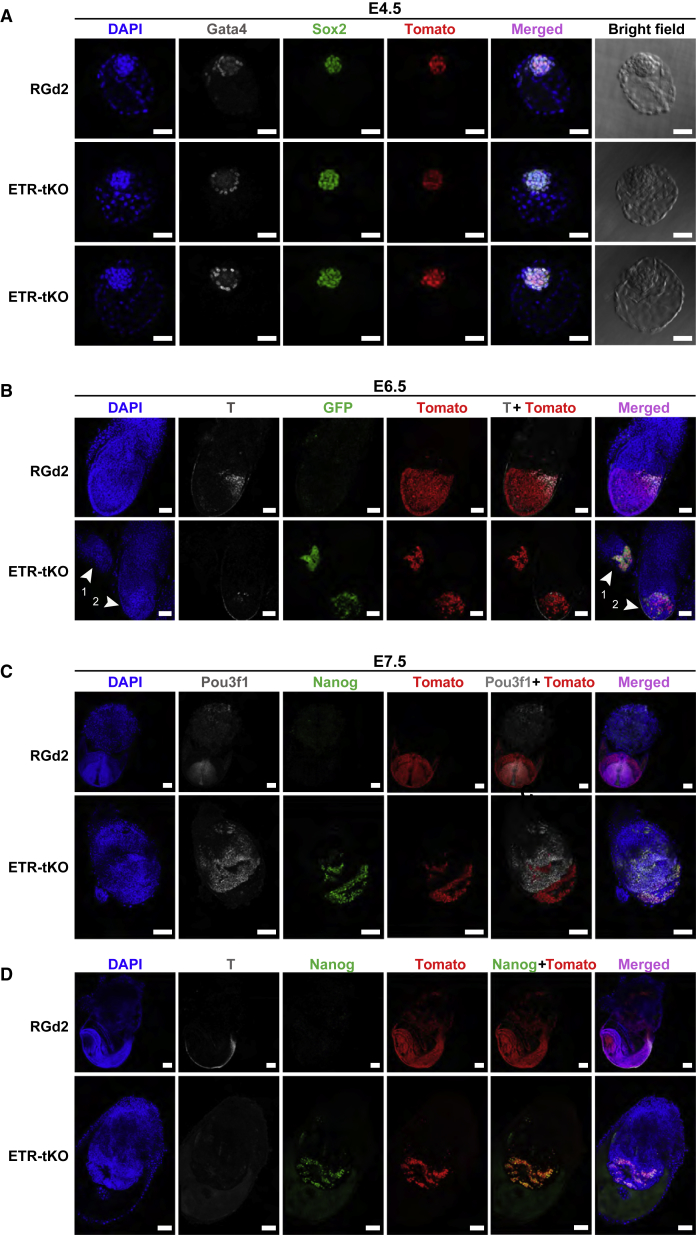
Chimera Contribution and Perturbation by Triple-Knockout ESCs Reporter fluorescence and whole-mount immunofluorescence staining on chimeric embryos obtained from RGd2 or ETR-tKO ESCs labeled with H2B-tdTomato (red). (A) *In vitro* matured blastocysts at E4.5 stained for Gata4 and Sox2. Scale bars represent 50 μm. (B) E6.5 embryos with T (Brachyury) staining and Rex1-GFP fluorescence. Arrowheads in the lower DAPI panel point to separate ETR-tKO chimeras. Scale bars represent 100 μm. (C) E7.5 embryos with Pou3f1 (Oct6) and Nanog staining. Scale bars represent 200 μm. (D) E7.5 T and Nanog staining. Scale bars represent 200 μm. Note the different magnifications for RGd2 and ETR-tKO chimeras in (C) and (D). See also Table S4.

We then examined behavior of ETR-tKO cells in post-implantation development following uterine transfer of injected embryos. Mutant cells were present in 20/20 embryos recovered at E6.5 and E7.5. Unlike RGd2 chimeras, which showed distribution of ESC progeny throughout the egg cylinder epiblast, most of the embryos injected with mutant cells had abnormal or rudimentary egg cylinders (see Table S4 for phenotypes and numbers). Mutant cells did not intermingle with host cells (Figures 6B–6D). They retained expression of Rex1-GFPd2 and of *Nanog* and failed to upregulate *T* (*brachyury*) or *Pou3f1*. In some cases, ETR-tKO contributions were large and extended beyond the embryonic-extraembryonic boundary (Table S4).

We conclude that triple mutant cells are unable to adopt identity of post-implantation epiblast and consequently cannot respond to inductive signals for germ layer specification. Their persistence in a naive-like state disrupts development of the host epiblast.

### ETV5 Regulates Network Components of Both Naive and Formative Pluripotency

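For the *Etv5* experiment, 3 *Etv5*-KO clonal lines were sequenced in 2i and 2 of them at N16h, beside the 3 RGd2 libraries of each condition that also served the *Rbpj*-KO comparisons. Libraries were prepared, counted, scaled and tested in the same way and in the same model. Between 30392452 and 38225032 fragments per library were counted on genes in *Etv5*-KO in 2i, and between 35126681 and 41656532 at N16h.
*Etv5* had a normalized count of 2241 ± 146 in *Etv5*-KO and 15475 ± 1338 in RGd2 in 2i (SD, n = 3 each). This is a log2 fold change of −2.79 (standard error 0.15, adjusted p = 2.67e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At N16h it had 3054 ± 452 (SD, n = 2) and 12536 ± 589 (SD, n = 3), a log2 fold change of −2.04 (standard error 0.17, adjusted p = 1.12e-12 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Etv5*-KO library had a lower count than every RGd2 library. As for *Rbpj*, a pair of gRNAs was used, and reads from exons outside the deletion can still be counted, which was not tested.

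**Figure D2:**
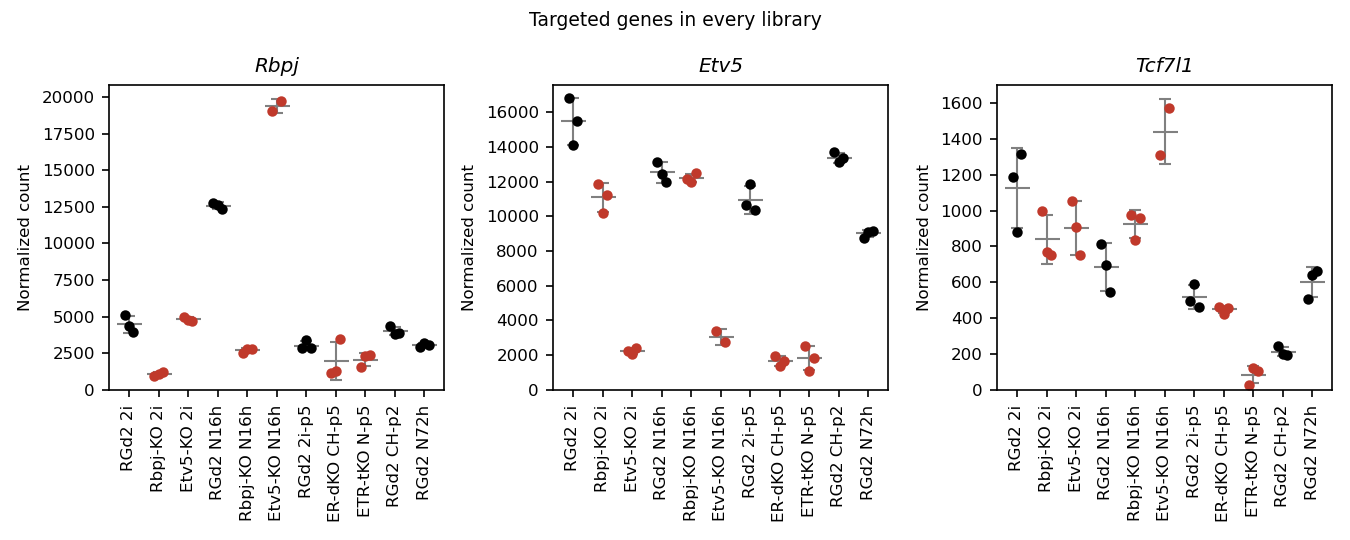
Normalized counts of *Rbpj*, *Etv5* and *Tcf7l1* in every library of RGd2 (black) and of the mutants (red), with grey bars for the mean and SD of the 3 libraries of a condition, or 2 for *Etv5*-KO N16h. Among all libraries of *Rbpj* mutants, the one labelled ER-dKO CH-p5 12 has the highest *Rbpj* count, 3489.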

To illuminate how ETV5 regulates both self-renewal and transition, we performed RNA-seq and ChIP-seq in 2i and N16h. We identified 754 ChIP-seq peaks in 2i and 1,020 at N16h, with only 392 in common (Table S5; Figure 7A). Thus, there is a major change in ETV5 genome location early in the ESC transition process. As observed in other cell types for ETV5 and ETS factors in general (Hollenhorst et al., 2007, Zhang et al., 2017), ETV5 peaks were enriched at promoters (Figure S6A). 

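In *Etv5*-KO in 2i, 741 genes were higher and 3877 lower than in RGd2, out of 11569 tested genes that passed the FPKM minimum. With a fold change of at least 1.5 as well, 432 were higher and 1461 lower. The replicates did not overlap for 2823 of the 4618 genes, and for 28.2% of all 11569, where chance gives 10%. With TMM normalization 2425 genes were higher and 1594 lower, so that the share of higher genes moved from 16.05% to 60.34%, and the median log2 fold change of all genes shifted by 0.26, from −0.22 to 0.04. Without RGd2 replicate 31 there were 956 genes higher and 1750 lower, and without *Etv5*-KO replicate 27 there were 788 and 2364. The association with ETV5 peaks was not tested.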

RNA-seq in 2i revealed 77 downregulated genes (fold change [FC] ≤ 0.67) and only eight upregulated genes (FC ≥ 1.5) associated with ETV5 peaks (Figure S6B; Table S6), consistent with function of ΔN-ETV5 as a transcriptional activator. 

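*Sall1* (ENSMUSG00000031665.7, chromosome 8, 89027235 to 89044162) had a normalized count of 3226 ± 396 in *Etv5*-KO and 5062 ± 862 in RGd2 in 2i (SD, n = 3 each). Its log2 fold change was −0.66 (standard error 0.12, adjusted p = 3.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *E2f2* (ENSMUSG00000018983.9, chromosome 4, 136172394 to 136196057) had 126 ± 29 and 427 ± 109 (SD, n = 3 each), a log2 fold change of −1.63 (standard error 0.16, adjusted p = 3.60e-11 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and a peak of ETV5 in 2i that the paper's supplementary table places inside the gene spans 136179913 to 136180312, with a peak at 136179899 to 136180298 at N16h. *Id3* had 160 ± 19.8 in *Etv5*-KO (SD, n = 3). The log2 fold change was −0.80 (standard error 0.18, adjusted p = 5.61e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Klf5* (ENSMUSG00000005148.7, chromosome 14, 99298691 to 99313405) had 763 ± 115 and 1307 ± 201 (SD, n = 3 each), a log2 fold change of −0.80 (standard error 0.15, adjusted p = 5.27e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Etv5*-KO library was below every RGd2 library for all 4 genes. Over the scalings, TMM included, the log2 fold change ranged from −0.69 to −0.42 for *Sall1*, from −1.67 to −1.38 for *E2f2*, from −0.83 to −0.53 for *Id3* and from −0.83 to −0.55 for *Klf5*.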

Targets include genes with potential roles in proliferation and maintenance of ESCs (Figure S6B): *Sall1* (Novo et al., 2016); *E2f2* (Wang and Baker, 2015); *Id3* (Ying et al., 2008); and most notably *Klf5*, which supports robust ESC proliferation (Ema et al., 2008). Activation of these genes may explain the contribution of ETV5 to ESC expansion. On the other hand, ETV5 binding is also detected at genes encoding transcription factors and epigenetic regulators associated with ESC transition or recovered in exit screens (Figure S6B). By priming transcription of these genes, ETV5 may prepare naive cells for rapid progression. 

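*Otx2* had a normalized count of 1058 ± 76.2 in *Etv5*-KO and 352 ± 50.1 in RGd2 in 2i (SD, n = 3 each). This is a log2 fold change of 1.53 (standard error 0.13, adjusted p = 2.15e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At N16h it had 1716 ± 240 (SD, n = 2) and 2275 ± 215 (SD, n = 3), a log2 fold change of −0.41 (standard error 0.12, adjusted p = 0.00597 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The effect differed between the conditions by −1.94 (standard error 0.18, adjusted p = 3.79e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).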

Curiously, *Otx2* was upregulated in *Etv5*-KO cells in 2i, although this was not sustained during transition (Figures S6B and S7A).

**Figure 7:**
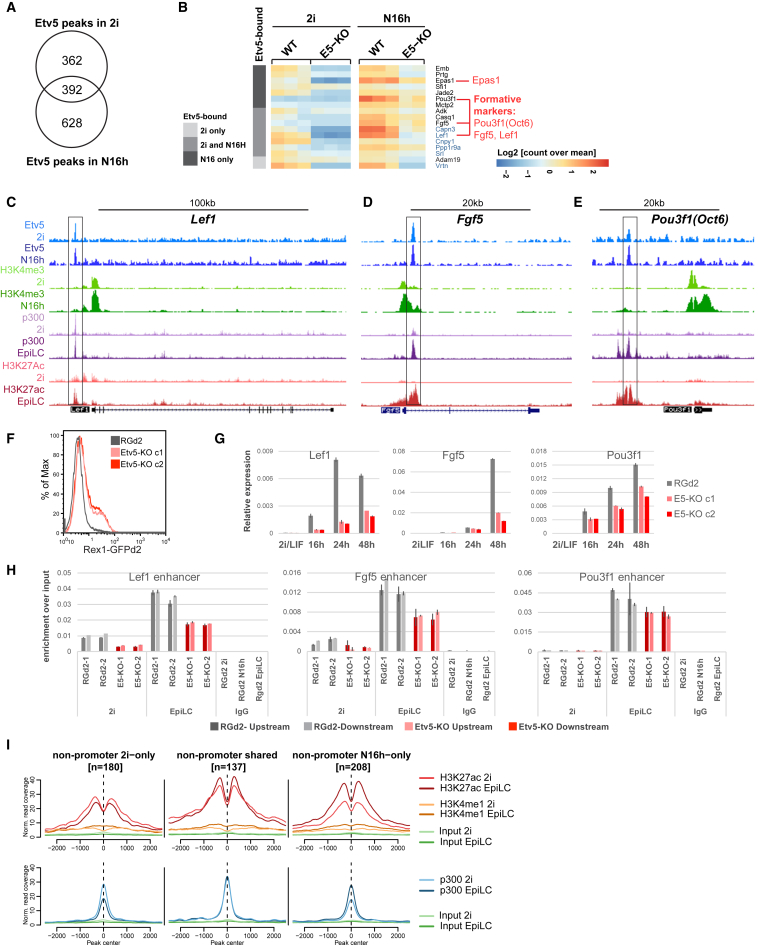
Etv5 Association with Transcriptionally Dynamic Genes (A) Numbers of ETV5 ChIP-seq peaks in 2i or at 16 h post-2i withdrawal (N16h). (B) Heatmap showing relative expression of downregulated genes in *Etv5* mutants (fold ≤ 0.66) at 16 h post-2i withdrawal (N16h) with proximal ETV5 binding. (C–E) UCSC Genome browser tracks of *Lef1* (C), *Fgf5* (D), and *Pou3fl* (E) loci showing normalized ChIP-seq read coverage for Etv5 and H3K4me3 (this study), p300, H3K27Ac, and H3K4me1 (Buecker et al., 2014). (F) GFP profiles of EpiLCs (48 h in Activin/Fgf2/KSR) generated from RGd2 ESCs or Etv5-KO ESCs (2 clonal lines). (G) qRT-PCR on time course samples during EpiLC formation. Error bars show SD from 2 wells of cells differentiated in parallel. (H) ChIP-qPCR showing H3K27Ac levels on upstream and downstream loci adjacent to the Etv5 peaks shown in (C)–(E). y axis shows absolute enrichment normalized to input DNA from each sample. ChIP was performed in duplicate (1 and 2) for each sample. Error bars show SD from 2 qPCR replicates. (I) Mean read coverage for p300, H3K27Ac, and H3Kme1 (ChIP-seq from Buecker et al., 2014) on “non-promoter”-associated ETV5-bound loci. Read depth is scaled to 1×. See also Figures S6 and S7 and Tables S5 and S6.

At N16h, we found ETV5 binding proximal to 163 (FC ≥ 1.5) of 3,672 upregulated genes (p adj. ≤ 0.05; FPKM ≥ 1; Figure S6C; Table S6). These include transcription factors, components of H3K4 methyltransferase complex, negative regulators of Ras/ERK pathway, and transforming growth factor β (TGF-β) pathway members. 

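In *Etv5*-KO at N16h, 3905 genes were higher and 477 lower than in RGd2, out of 11735 tested genes that passed the FPKM minimum, and with a fold change of at least 1.5 as well, 1860 were higher and 326 lower. The replicates did not overlap for 4333 of the 4382 genes, and for 64.6% of all 11735, where chance gives 20%. With TMM normalization 2105 genes were higher and 1701 lower, so that the share of higher genes moved from 89.11% to 55.31%, and the median log2 fold change of all genes shifted by −0.24. The share of counts on the spike-ins was 1.193% ± 0.08897 (SD, n = 2) in *Etv5*-KO and 1.386% in RGd2 (exact permutation test, two-sided, p = 0.1, the smallest p that 2 libraries against 3 allow). Leaving out an *Etv5*-KO library leaves 1 library without a spread of its own, so no test is given for those fits. Without each RGd2 library in turn between 3124 and 3667 genes were higher and between 384 and 539 lower.

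**Figure D3:**
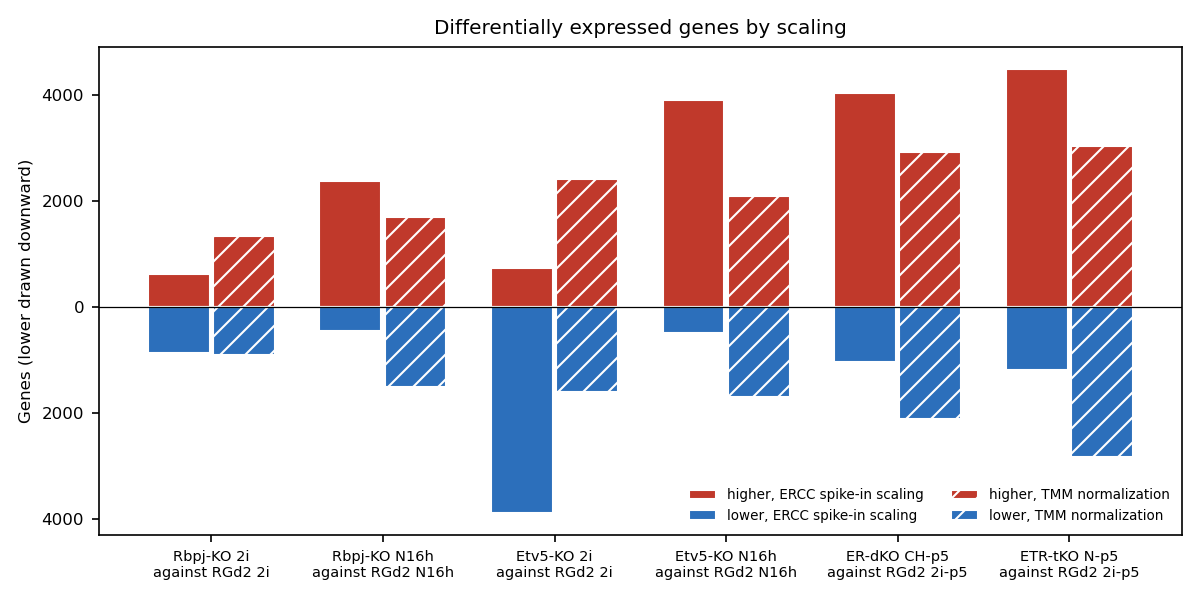
Number of genes higher (red, drawn upward) and lower (blue, drawn downward) in each mutant than in RGd2, with spike-in scaling (plain) and TMM normalization (hatched). The share of higher genes in *Etv5*-KO is 16.05% in 2i and 89.11% at N16h with spike-in scaling, and 60.34% and 55.31% with TMM normalization.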

*Id3* and some naive transcription factors are also represented. These data present the possibility that ETV5 might participate in transcriptional repression by an unknown mechanism and thereby contribute to shutting down the naive GRN. 

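*Id3* had a normalized count of 756 ± 61.6 (SD, n = 2) in *Etv5*-KO and 315 ± 50.6 (SD, n = 3) in RGd2 at N16h, a log2 fold change of 1.24 (standard error 0.15, adjusted p = 9.47e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so its direction was opposite to that in 2i, with a difference of 2.03 between the conditions (standard error 0.23, adjusted p = 8.91e-09 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Klf5* had 2243 ± 191 (SD, n = 2) and 987 ± 74.1 (SD, n = 3). Its log2 fold change was 1.18 (standard error 0.15, adjusted p = 4.77e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its difference between the conditions was 1.98 (standard error 0.21). *Sall1* and *E2f2*, which were lower in 2i, had log2 fold changes of 0.15 (standard error 0.13) and 0.03 (standard error 0.13) at N16h, which changed sign to −0.09 and −0.21 with TMM normalization, and *E2f2* also to −0.02 without *Etv5*-KO replicate 17. The 9 naive factors of Figure 2D had a median log2 fold change of 1.07, or 0.85 relative to all genes, with 8 higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8 and 0 adjusted over the list alone. *Tbx3* had the largest increase, from 749 ± 74.1 (SD, n = 3) to 4743 ± 277 (SD, n = 2), a log2 fold change of 2.67 (standard error 0.16), *Nanog* rose by 1.79 (standard error 0.11), and *Dppa3* did not change detectably (−0.70, standard error 0.52). From the binding of ETV5 near genes that are higher in the mutant at N16h, the paper proposes as a possibility that ETV5 might take part in repression and so contribute to shutting down the naive network.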

Intersection with TCF3 and candidate RBPJ-repressed targets showed limited overlap (Figure S6D).

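Figure 7B prints 17 genes with a lower expression in *Etv5*-KO at N16h and an ETV5 peak nearby. Their median log2 fold change was −0.93, or −1.16 relative to all genes, from −0.61 for *Adk* to −4.67 for *Vrtn*. All 17 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and also adjusted over the list alone, which is not independent evidence because the paper chose these genes on the same libraries. The replicates did not overlap for 16 of them, where *Fgf5* is the exception. In 2i the same 17 genes had a median log2 fold change of −1.70 in *Etv5*-KO. There, 15 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower expression of most of these genes was thus present before 2i withdrawal.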

Among 346 downregulated genes at 16 h, 16 are associated with proximal ETV5 binding (Figure 7B). These include genes in metabolic pathways and involved in calcium signaling. This is of note because metabolic resetting is an early feature of ESC transition (Fiorenzano et al., 2016, Kalkan et al., 2017, Zhou et al., 2012). 

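*Lef1* had a normalized count of 652 ± 157 (SD, n = 2) in *Etv5*-KO and 3255 ± 539 (SD, n = 3) in RGd2 at N16h, a log2 fold change of −2.32 (standard error 0.16, adjusted p = 6.72e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pou3f1* had 208 ± 81.9 (SD, n = 2) and 633 ± 200 (SD, n = 3), a log2 fold change of −1.61 (standard error 0.21, adjusted p = 8.39e-08 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Fgf5* had 74.6 ± 43.9 (SD, n = 2) and 158 ± 47.2 (SD, n = 3). In log2 terms the fold change was −1.11 (standard error 0.25, adjusted p = 5.96e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping replicates. Its value was −1.90 without *Etv5*-KO replicate 18 and −0.62 without replicate 17. The ETV5 peak that the paper's supplementary table places inside *Fgf5* spans 98255686 to 98256085 in 2i and 98255743 to 98256142 at N16h. In 2i the log2 fold change of *Lef1* was −4.18 (standard error 0.19), the difference between the conditions was 1.86 (standard error 0.25, adjusted p = 3.65e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Fgf5* was at least 5.68-fold lower in *Etv5*-KO, where all its libraries were at or under the floor of 3 counts.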

Prominent formative pluripotency markers *Lef1*, *Fgf5*, and *Pou3f1* are also represented. ETV5 binds to enhancers associated with these three genes (Figures 7C–7E). The enhancers are activated in EpiLC (Buecker et al., 2014), a transient population obtained by plating ESCs in Activin/Fgf2/KSR for 48 h (Hayashi et al., 2011). We found that ETV5 remains bound in EpiLC (Figure S7B). *Etv5* mutants show impaired Rex1 downregulation (Figure 7F) and reduced expression of the three genes in EpiLC culture (Figure 7G). Furthermore, gain of H3K27Ac at the enhancers is diminished in mutants (Figure 7H), suggesting that ETV5 may promote H3K27 acetylation.

We used CRISPR/Cas9 to mutate *Pou3f1* and *Lef1* (Figure S7C). However, in neither single nor double mutants did we observe a delay in exit (Figure S7D). The marker profile of *Lef1*/*Pou3f1* double mutants at 48 h was also similar to parental RGd2 cells, although a modest reduction in Sox2, Sox3, and Fgf5 was apparent (Figure S7E). We also noted that ETV5 binds to the *Oct4* proximal enhancer that is required for expression in post-implantation epiblast (Figure S7F; Yeom et al., 1996) and found that *Oct4* expression was maintained at ESC levels during mutant cell conversion to EpiLC (Figure S7G). We then examined potential wider-reaching actions of ETV5. We partitioned non-promoter ETV5 peaks, which include enhancers, into 3 groups: 2i only; N16h only; and shared. Across these regions, we computed levels of chromatin marks associated with activated enhancers; H3K27Ac; H3K4me1; and p300, from Buecker et al. (2014; Figure 7I). We found that 2i-specific ETV5-bound regions lose H3K27Ac and p300 upon conversion to EpiLC, whereas across 208 loci that gain ETV5 at 16 h, there is a marked increase in H3K27Ac and p300 in EpiLC. A more modest gain in H3K27Ac is apparent across shared regions. Thus, ETV5 relocates from naive pluripotency-specific enhancers to formative/EpiLC enhancers upon 2i withdrawal. In contrast, promoters associated with ETV5 are largely devoid of p300 and show loss of H3K27Ac in EpiLC (Figure S7H). ETV5 binding is coincident with p300 at enhancers (Figures 7C–7E and 7I). This is of note because p300 has been shown to acetylate ETV1 and ETV4, increasing transactivation potential (Goel and Janknecht, 2003, Guo et al., 2011a), a mechanism likely also to operate for ETV5. Furthermore, depletion of p300 has an ESC transition delay phenotype (Leeb et al., 2014), consistent with p300 and ETV5 cooperating to commission formative enhancers.

## Discussion

This study demonstrates that elimination of two transcriptional repressors and one activator effectively prohibits mouse ESC progression to lineage competence. TCF3, RBPJ, and ETV5 serve complementary and partially overlapping functions in driving exit from the ESC ground state and initiation of formative pluripotency. Cells lacking all three factors are trapped in an ESC-like condition from which they can only rarely escape, even in the presence of strong differentiation stimuli.

Absence of TCF3 permits ESC propagation in MEK inhibitor alone (Wray et al., 2011), and combined deletion of ETV5 and RBPJ sustains self-renewal with GSK3 inhibition only. Triple-knockout cells are liberated from requirement for both inhibitors and exhibit constitutive self-renewal. These cells are stalled at a very early stage in transition. They retain uniform expression of naive pluripotency factors and high clonogenicity. Robust colonization of the naive epiblast demonstrates they remain functionally within the ESC compartment. However, ETR-tKO cells cannot advance from this state, even in the powerful inductive environment of the post-implantation embryo. These observations are consistent with evidence that ESCs may self-renew autonomously if differentiation is prevented.

TCF3 is well characterized as an ESC regulator (Cole et al., 2008, Guo et al., 2011b, Pereira et al., 2006, Wray et al., 2011). RBPJ by contrast has not previously been studied in this context. RBPJ is known to repress *Hes1* and *Id* genes, factors that can delay or reverse pluripotency progression in ESCs cultured in serum or bone morphogenetic protein (BMP) (Davies et al., 2013, Ying et al., 2003). In the peri-implantation embryo, RBPJ may counterbalance BMP to curtail persistence of naive epiblast. However, during defined *in vitro* transition, the critical contribution of upregulated RBPJ is to extinguish expression of naive factors, in particular *Nanog* and *Tbx3*, and prevent re-ignition of the naive GRN. Elimination of TBX3 may also be important to restrict potency for extraembryonic endoderm (Lu et al., 2011).

Combined deletion of *Etv4* and *Etv5* compromises proliferation and differentiation of ESCs (Akagi et al., 2015). We find that both phenotypes are primarily attributable to Etv5. This is in line with post-implantation lethality by E8.5 of ETV5 ETS domain deletion (Lu et al., 2009), whereas *Etv4*-null mice are viable (Arber et al., 2000, Laing et al., 2000). *Etv5* mutant mice that carry an N-terminal deletion are also viable (Chen et al., 2005), supporting functionality of ΔN-Etv5. ΔN-ETV5 may have altered signal sensitivity and partner interactions, which may be of relevance in cancers in which PEA3 family members are frequently mis-expressed (de Launoit et al., 2006, Hollenhorst et al., 2011a). ΔN-ETV5 supports ESC propagation when ERK signaling is inhibited, potentially via direct regulation of *Klf5*. When ERK is active in self-renewal conditions, ETV5 is dispensable, likely due to activation of an alternative ETS factor, such as ETV4 or GABPA.

During naive GRN collapse, ETV5 pivots from supporting naive ESC propagation to activating the formative pluripotency program. Absence of ETV5 derails installation of the formative GRN and also impedes exit from naive pluripotency. This phenotype is distinct from *Tcf3* and *Rbpj* mutants, in which there is a delay in exit but no major compromise in subsequent transition or formation of EpiSC. However, mutations in peri-implantation epiblast factors implicated in formative pluripotency, such as *Pou3f1* and *Lef1*, do not substantially delay naive state exit. Initial handover to the formative GRN may therefore be specifically dependent on ETV5. We surmise that, in the absence of ETV5, the network switch is not initiated and cells transiently retain, or revert to, naive status. Under influence of TCF3 and RBPJ, they eventually exit but then mostly succumb to miscellaneous differentiation or death, although there is some rescue by ETV4 or other pathways.

PEA3 factors are known as transcriptional activators (Oh et al., 2012). Interestingly, even in ground-state ESCs, ΔN-ETV5 may prime transcription of some early transition genes (Figure S6B). Upon 2i withdrawal, ETV5 occupies new genome locations, many associated with enhancers that become active during or after transition. ETV5 is phosphorylated by active ERK1/2 and is a probable target for acetylation by p300. These effects likely lead to the observed relocation whereby ETV5 can rapidly contribute to commissioning the formative GRN.

ETR-tKO cells retain core features of ESC identity but operationally appear nullipotent because they are unable to execute the formative transition. We conclude that timely and correct developmental progression from naive pluripotency is determined by three functions: TCF3 triggers dissolution of the naive GRN; RBPJ enforces exit by preventing reversion; and ETV5 commissions the successor formative GRN. Additional regulators contribute (Betschinger et al., 2013, Kalkan and Smith, 2014, Leeb et al., 2014, Li et al., 2018), but these three actions may be the major drivers. Speed and efficiency depend on temporal coordination, and it is striking that all three components are already present in naive ESCs, although levels and activity change during transition. It will be of interest to compare with mammals that have prolonged pluripotency progression, including primates (Nakamura et al., 2016, Smith, 2017). Future research will also reveal whether dissolution, enforcement, and initiation effects may commonly be combined to provide a triple lock for secure cell state transition.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

pERK p44/42 MAPK (T202/T204) XP	Cell Signaling Technology	Cat#4370S
Etv5	Abcam	Cat#ab102010; RRID:AB_10711030
Flag M2	Sigma-Aldrich	Cat#F1804; RRID:AB_262044
Rbpj	Cell Signaling Technology	Cat#5442S; RRID:AB_10695407
Normal rabbit IgG	Cell Signaling Technology	Cat#2729S
Normal rabbit IgG	Abcam	Cat#ab171870
Normal mouse IgG	Santa Cruz	Cat#sc-2025
GAPDH	Sigma-Aldrich	Cat#G8795; RRID:AB_1078991
H3K27Ac	Active Motif	Cat#39135; RRID:AB_2614979
ERK	Cell Signaling Technology	Cat#9107
Pou3f1 (Oct6) C-20	Santa Cruz	Cat#sc-11661; RRID: AB_2268536
Lef1	Abcam	Cat#ab137872
GATA4	Santa Cruz	Cat#sc1237; RRID: AB_2108747
Sox2	eBioscience	Cat#14-9811-80; RRID: AB_11219070
Tuj1	R&D Systems	Cat#MAB1195
Sox1	Cell Signaling Technology	Cat#4194; RRID:AB_1904140
Klf4	R& D Systems	Cat#AF3158; RRID:AB_2130245
Nanog	eBioscience	Cat#14-5761-80; RRID:AB_763613
Tfcp2l1	R& D Systems	Cat#AF572; RRID:AB_2202564
H3K4me3	Diagenode	Cat#pAb-MEHAHS-024
GFP	ThermoFisher Scientific	Cat#A-11122; RRID:AB_221569
T (Brachyury)	R&D Systems	Cat#AF2085; RRID:AB_2200235
Oct4	Santa Cruz	Cat#sc-5279; RRID:AB_628051
b-tubulin	Abcam	Cat#ab6046; RRID:AB_2210370

**Chemicals, Peptides, and Recombinant Proteins**		

MEK inhibitor PD0325901	ABCR	Cat#AB 253775
GSK3 inhibitor CHIR99021	ABCR	Cat#AB 253776
Laminin	Millipore	Cat#CC095-5MG
Fibronectin	Millipore	Cat#FC010
ROCK inhibitor Y-27632	Merck Chemicals	Cat#688000-100MG
Tankyrase inhibitor XAV939	Cell Guidance Systems	Cat#SMS38-200
Activin A	Made in house	N/A
Fgf2	Made in house	N/A
LIF	Made in house	N/A
N2B27	Made in house	N/A
Accutase	Millipore	Cat#SCR005
Gelatin	Sigma-Aldrich	Cat#G1890
Γ-secretase inhibitor	Calbiochem	Cat#CAS 209984-56-5
Γ-secretase inhibitor DAPT	Merck Chemicals	Cat#565770
FuGENE HD transfection reagent	Promega	E2311

**Critical Commercial Assays**		

Alkaline Phosphatase Kit	Sigma-Aldrich	Cat#86R-1KT
NEPER Nuclear Cytoplasm Extraction Reagents	ThermoFisher Scientific	Cat#78833
Dynabeads Protein G	Thermofisher Scientific	Cat#10004D

**Deposited Data**		

Etv5 ChIP-seq (2i, N16h)	This study	GEO: GSE122338
H3K4me3 ChIP-seq (2i, N16h)	This study	GEO: GSE122338
RNA-seq of Etv5, Rbpj and Tcf3 single, double, and triple mutant ESCs	This study	GEO: GSE122338

**Experimental Models: Cell Lines**		

Rex1-GFPd2 (RGd2) ESC	Kalkan et al., 2017	N/A
Rex1-GFPd2 c1 (RGd2-2) ESC (clonal line)	This study	N/A
Etv5 knockout ESC (3 clonal lines)	This study	N/A
Rbpj knockout ESC (3 clonal lines)	This study	N/A
Tcf3-knockout ESC (2 clonal lines)	This study	N/A
Etv5/Tcf3 double knockout ESC (2 clonal lines)	This study	N/A
Rbpj/Tcf3 double knockout ESC (2 clonal lines)	This study	N/A
Etv5/Tcf3/Rbpj triple knock out ESC (3 clonal lines)	This study	N/A
Etv4 knockout ESC (3 clonal lines)	This study	N/A
Etv4/Etv5 knockout lines (1 clonal line)	This study	N/A
Hes1 knockout ESC (2 clonal lines)	This study	N/A
Id3 knockout ESC (2 clonal lines)	This study	N/A
Lef1 knockout ESC (2 clonal lines)	This study	N/A
Pou3f1 knockout ESC (2 clonal lines)	This study	N/A
Pou3f1/Lef1 double knockout ESC (2 clonal lines)	This study	N/A
RGd2/mKusabira Orange (mKO) ESC	This study	N/A
RGd2/ H2B-tdTomato ESC	This study	N/A
ETR-tKO/mKusabira Orange(mKO) ESC	This study	N/A
ETR-tKO/H2B-tdTomato ESC	This study	N/A
Etv5-3xFlag knockin ESCs (2 clonal lines)	This study	N/A
Etv5-KO/Etv5-3xFLAG rescue ESC	This study	N/A
Etv5-KO/ΔEtv5-3xFLAG rescue ESC	This study	N/A
Etv5-KO/mKusabira Orange (mKO)	This study	N/A
Rbpj-KO/Rbpj rescue ESC	This study	N/A
ETR-tKO/TetG/TRE3G-iEpT ESC	This study	N/A
ETR-tKO/TetG ESC	This study	N/A
Etv4/Etv5 double knockout ESC (2 lines; PE15-3, PE15-4)	Lu et al., 2009	N/A
Etv4/Etv5 dKO (PE3/PE4)/ mKusabira Orange ESC	This study	N/A
Etv4/Etv5 dKO (PE3/PE4)/ Etv5-3xFlag rescue ESC	This study	N/A
Etv4/Etv5 dKO (PE3/PE4)/ ΔEtv5-3xFLAG rescue ESC	This study	N/A
Wild type ESC	Lu et al., 2009	N/A

**Experimental Models: Organisms/Strains**		

*Mus musculus* females aged 6-10 weeks: CD1 strain was used to provide embryos and CBA/BL6 F1 animals were employed as transfer recipients for embryo chimeras.	N/A	N/A

**Oligonucleotides**		

Nanog siRNA, Mm_Nanog_3 FlexiTube siRNA	QIAGEN	Cat#SI01323357
Nanog siRNA, Mm_LOC100038891_2 FlexiTube siRNA	QIAGEN	Cat#SI04460869
Tbx3 pre-designed siRNA Assay ID: 223884	Thermofisher Scientific	Cat#AM16708
Tbx3 pre-designed siRNA Assay ID 223885	Thermofisher Scientific	Cat#AM16708
gRNAs Sequences	See Table S7 for sequences	N/A
Taqman and UPL gene expression assays	See Table S7 for oligo sequences and catalog numbers	N/A
ChIP-qPCR Primer Sequences	See Table S7 for sequences	N/A

**Recombinant DNA**		

TRE3G-Etv5-p2A-Tcf3-pGK-Hygo	This study	N/A
CAG-Etv5-3xFlag-pGK-Hygro	This study	N/A
CAG-ΔN-Etv5- 3xFlag-pGK-Hygro	This study	N/A
CAG-mKusabira Orange-pGK-Hygro	This study	N/A
CAG-Rbpj-pGK-Hygro	This study	N/A
CAG-H2B-tdTomato-IRES-Puromycin	This study	N/A
px459_SpCas9-2A-Puro	Addgene	#62988

**Software and Algorithms**		

Bowtie2	Langmead and Salzberg, 2012	N/A
MACS2	Zhang et al., 2008	N/A
DeepTools	Ramírez et al., 2016	https://doi.org/10.1093/nar/gkw257
Trim Galore!		https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
Bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Samtools		http://samtools.sourceforge.net/
FeatureCounts	Liao et al., 2014	https://doi.org/10.1093/bioinformatics/btt656
R		https://www.R-project.org/
DESeq2		https://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
Goseq		https://www.bioconductor.org/packages/release/bioc/html/goseq.html
Pheatmap		https://cran.r-project.org/web/packages/pheatmap/index.html

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Austin Smith, at 

### Experimental Model and Subject Details

Mice used in these studies were adult females aged 6-10 weeks. The CD1 strain was used to provide embryos and CBA/BL6 F1 animals were employed as transfer recipients. Animals in the facility tested positive for *Helicobacter* but negative for other specific pathogens. Studies were performed in a UK Home Office designated facility in accordance with EU guidelines for the care and use of laboratory animals, and under authority of a UK Home Office project license. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge.

#### ES cell culture

Since Etv5-KO ESCs cannot be cultured long-term in the presence of PD, for consistency across experiments presented in this paper and with previous studies (Kalkan et al., 2017, Mulas et al., 2017), all cell lines were routinely cultured in CH/LIF then exchanged to 2i or 2iLIF for a total of 48hrs before the assay. For CH/LIF cultures, ES cells were plated at 1x 10^4^ cells cm-^2^ in CH/LIF on plates coated with 0.1% Gelatine (Sigma-Aldrich, G1890). Media was refreshed every other day and cells were passaged every 3 days. For passaging, cells were dissociated with Accutase (Millipore, SCR005) for 5 mins, 5-10x volume of wash buffer [DMEM/F12, 0.03% BSA Fraction V (Thermofisher)] was added, cells were spun and resuspended in fresh CH/LIF. Culture media used in the experiments consisted of N2B27 (made in house) supplemented with CH/LIF, 2i (CH/PD) or 2i/LIF at the following final concentrations: PD0325901 (PD), 1 μM; CHIR99021 (CH), 3 μM; LIF (prepared in house), 1:1000. To calculate growth rates, cell lines were plated at equal density, and counted at the end of each passage using a Vi-CELL Automated Cell Viability Analyzer (Beckman-Coultier).

#### Monolayer differentiation, clonogenicity assays and flow cytometry

For analyses of kinetics of exit from naive pluripotency, CH/LIF cultures were exchanged to 2i for 24hrs, dissociated with Accutase, plated in 2i at 1.5 × 10^4^ cells cm-^2^ and cultured for 24hrs prior to withdrawal of inhibitors. For flow cytometry, ESCs were dissociated using Accutase and diluted 1:5 in FACS buffer [PBS, 5% FBS]. ToPro-3 (Invitrogen) was added at a concentration of 0.05 nM to label membrane-compromised cells. Flow cytometry was performed on a Dako Cytomation CyAn ADP high-performance cytometer, using the same voltage settings for all experiments and results were analyzed with Flowjo. Representatives GFP profiles from at least 2 independent experiments are shown throughout the paper. For clonogenicity assays, cells were dissociated at 40-48h post-2i withdrawal and following resuspension in appropriate media, cells were plated at single cell density (∼500 cells/ 6-well) in 2i/LIF or CH/LIF on plates coated with 1% Laminin (Sigma, Cat. L2020) in duplicate. At day 6 alkaline phosphatase staining was performed using AP Kit (Sigma-Aldrich). Plates were scanned using Cell Celector (Aviso) and colonies were scored manually.

#### Notch Inhibition

RGd2 ES cells were treated with γ-secretase inhibitors DBZ (CAS 209984-56-5, Calbiochem) or DAPT (565770, Merck) at the concentrations shown in figure legends. DMSO was used as vehicle control.

#### Neural differentiation

Plates were coated with Laminin (∼10μg/ml in PBS) for at least 4 hours to overnight at 37°C. Laminin was aspirated and ESCs were plated directly in N2B27 onto laminin-coated plates at a density of 1.0x10^4^ cells/cm^2^. N2B27 was refreshed on day 2 and every day thereafter.

#### ES cell to EpiSC conversion and EpiSC culture

ES cells were plated in N2B27 supplemented with Activin A (20ng/ml), Fgf2 (12.5ng/ml) and XAV939 (1 μM) on Fibronectin-coated (Millipore, FC010) plates at a density of 1x10^4^ cells/ cm^2^. Media was refreshed on the 2^nd^ day and cells were passaged every 3 days using Accutase (Millipore, SF006). To enhance plating efficiency ROCK-inhibitor Y27632 (1mM) was included for the first 6-12 hours following plating and then removed.

#### Differentiation of ES cells in embryoid bodies (EB)

Single EBs per well were generated by sorting 1500 ES cells using a MoFLo Flow Sorter (Beckman Coultier) into a well of PrimeSurface96U plates (Sumitomo Bakelite) containing GMEM supplemented with GMEM, L-Glutamine (2mM), NEAA, Sodium Pyruvate (1mM), non-essential amino acids, β-Mercaptoethanol (100mM) (Life Technologies) and 15% FCS (Hyclone). Twelve EBs were pooled for assay.

#### Generation of Knock-Out ES cell lines using CRISPR-Cas9-mediated mutagenesis

gRNAs were cloned into PX459 (hSpCas9-2A-Puro) vector. Two gRNAs targeting different exons of a gene were co-transfected into Rex1-GFPd2 ESCs (Kalkan et al., 2017) using FuGENE HD (Promega). Transfected cells were selected using Puromycin (0.5-1 μg/ml) between 14h- 86h post-transfection. Clones were picked on day 9, expanded in CH/LIF and assayed by qRT-PCR to detect the genomic deletion. Details of gRNAs and qPCR primers are included in Table S7.

#### Genetic rescue of Etv5-KO, Rbpj-KO, ETR-tKO ES cell lines

cDNAs encoding *Tcf3*, *Rbpj* and long and short forms of *Etv5* were amplified from total cDNA of RGd2-N16h samples. *Rbpj* and *Etv5* isoforms were cloned into a PiggyBac vector containing a PGK-Hygromycin selection cassette and a CAG promoter to drive constitutive transgene expression. To generate stable “rescue” ES cell lines, 1x10^6^ Knock-Out ES cells were co-transfected with PiggyBac constructs (20ng) and PiggyBac transposase (400ng) using 1.5 μl FuGENE HD(Promega) for 14h in CH/LIF in one well of a 6-well dish. From 24h- post-transfection cells were cultured in Ch/LIF with Hygromycin (160μg/ml). For inducible expression of *Etv5* and *Tcf3* in ETR-tKO ESCs, an *Etv5*-p2A-*Tcf3* transgene was generated by PCR and cloned into a PiggyBac vector containing a PGK-Hygromycin selection cassette and a TRE3G promoter to drive Doxycycline-inducible transgene expression. 3x10^5^ ETR-tKO ES cells were co-transfected with this expression construct (50ng), a CAG-Tet3G-IRES-zeocin construct (50ng) and PiggyBac transposase (100ng), using 1μl FuGENE HD (Promega) for 14h in Ch/LIF in one well of a 6-well dish. From 24h-post-transfection cells were cultured with 20μg/ml Zeocin and 160μg/ml Hygromycin. Experiments were performed after at least 10 days of selection of stable transfectants with antibiotics. Doxycycline (100ng/ml) was added to culture media to induce transgene expression.

#### Generation of mKO- and H2B-TdTomato-labeled ESCs

1x10^6^ RGd2 and ETR-tKO ESCs were transfected as above with a Piggybac construct carrying CAG-driven monomeric Kusabira Orange (mKO) (20ng) and a PGK-Hygromycin selection cassette together with PiggyBac Transposase (400ng) and stable transfectants were selected with Hygromycin (160 ng/ml). For TdTomato labeling, 1x10^6^ ESCs were transfected with CAG-driven H2B-TdTomato-IRES-Puro construct using 10μl FuGene in one well of 6-well plate and selected with Puromycin (2 μg/ml).

#### siRNA transfection

RGd2 and *Rbpj*-KO ESCs cultured in CH/LIF were switched to 2i for 24hrs before siRNA transfection. Cells were dissociated and resuspended in 2i. 6x10^4^ cells were mixed with 700 μl 2i, 1μl Lipofectamine RNAiMax (Thermofisher) and 2 independent siRNAs for Tbx3 or Nanog or both, at a final concentration of 1.25nM each, and plated in a well of a 24-well tissue culture plate. AllStars negative control siRNA (QIAGEN) was used as control. After 7hrs, medium was replaced with N2B27 to initiate differentiation. Please see Table S7 for siRNA catalog numbers.

#### Immunofluorescence (IF) staining of ES cells

Cells were fixed for 10 min with 4%PFA at RT, followed by permeabilization and blocking in blocking buffer [PBS, 0.1% Triton X-100, 3% donkey serum] for 2hrs at RT. Cells were incubated with primary antibodies in blocking solution overnight at 4°C, using dilutions shown in Table S7. Alexa Fluor-conjugated donkey secondary antibodies (Molecular Probes) were used at 1:1000 dilution and were incubated with cells for 1hr at RT. Cells were washed with PBS/0.1% Triton X-100 three times for 5mins after primary and secondary antibody incubations. Images were obtained using a Leica 4000B standard fluorescent microscope using a 10x or 20x objective as indicated in the figure legends.

#### RNA extraction, cDNA synthesis and qPCR

Total RNA was isolated using Relia Prep RNA Miniprep System (Promega). cDNA was synthesized using GoScript Reverse Transcriptase System (Promega) and oligo-dT primers. qRT-PCR was performed with TaqMan Gene Expression (Thermo Scientific) or Universal Probe Library (Roche) assays. Expression levels were normalized to GAPDH for all analyses, except for Figure 1C for which TBP was used. Please see Table S7 for details.

#### Western blot and sub-cellular fractionation of total cell lysate

To obtain total cell lysate cells were lysed in 1xPBS supplemented with 1%Triton X-100, 0.1%SDS, protease and protein inhibitors (Roche) and sonicated briefly in the Bioruptor (Diagenode) to shear the gDNA. Extraction of nuclear and cytoplasmic fractions was performed with NEPER Nuclear and Cytoplasm Extraction Reagents (ThermoFisher Scientific). Blots were blocked with blocking solution (1xPBS, 1%Triton X-100, 5% skimmed milk) for 2hrs at RT, followed by incubation with primary antibodies for 2hrs at RT or overnight at 4°C. Primary antibodies and dilutions are listed in Table S6. For detection IRDye secondary antibodies (Li-Cor) were used at 1:2000- 1:5000 dilution and signal intensities were quantified by Odessey (Li-Cor). Antibodies and primer/probes sets are listed in Table S6.

#### Chromatin immunoprecipitation (ChIP) and ChIP-seq library preparation

ESCs were dissociated with Accutase, washed with culture medium (10x volume) and resuspended in fresh culture medium at 5x10^6^ cells per ml. To cross-link chromatin, for 1ml of cell suspension 100μl of Fix Solution [0.1M NaCl, 1mM EDTA, 0.5mM EGTA, 50mM HEPES pH 7.5, 11% Formaldehyde] was added, and cells were rotated for 10min at RT. To neutralize the formaldehyde, 157μl 1M Glycine was added, and cells were rotated for 5min at RT, followed by spin at 1600 g for 5min. Cells were then washed with 1ml ice-cold PBS/BSA 0.03% and spun, repeating 3 times. Protease /Phosphatase inhibitors (Roche) were added in the last wash. Cells were either frozen at −80°C at this point or processed immediately. To obtain nuclear lysates, pellets from 5x10^6^ fixed cells were resuspended in ice-cold 1ml buffer LB1 [50mM HEPES pH 7.5, 140mM NaCl, 1mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100], rotated for 10min at 4°C, spun at 1600 g for 5min, resuspended in ice-cold 1ml buffer LB2 [10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA], rotated for 10min at 4°C, spun at 1600 g for 5min and resuspended in 140μl shearing buffer [1% SDS, 10mM EDTA, 50mM Tris pH 8.0]. Nuclear Lysates were sonicated with Bioruptor (Diagenode) at High setting, for 26 cycles (30sec ON / 30sec OFF) to obtain DNA fragments with an average size of 300bp. Lysates were spun in a microcentrifuge at 8°C at maximum setting for 10mins to remove debris. 130 μl of supernanatant (equivalent of approximately 5x10^6^ cells) was diluted in 1300 μl 11x dilution buffer [50mM Tris pH 8.0, 167mM NaCl, 1.1% Triton X-100, 0.11% Na-Deoxycholate]. Lysates were frozen at −80°C at this point or processed immediately. 1430 μl diluted nuclear lysate (equivalent of approximately 5x10^6^ cells) was pre-cleared by incubating with 2-4μg of isogenic normal IgG and 25μl Protein G Dynabeads (Invitrogen, 1004D) on a rotator at 4°C for 2 hr. Supernatants were then incubated with the appropriate ChIP antibody (see Table S6 for dilutions) on a rotator overnight at 4°C, followed by incubation with 30μl Protein G Dynabeads for 1h at 4°C. To remove unbound chromatin and unspecific interactions, beads were washed two times with Wash Buffer 1 [50mM Tris pH 8.0, 0.1% SDS, 0.1% Na-Deoxycholate, 1% Triton X-100, 150mM NaCl, 1mM EDTA, 0.5mM EGTA], one time with Wash Buffer 2 [50mM Tris pH 8.0, 0.1% SDS, 0.1% Na-Deoxycholate, 1% Triton X-100, 500mM NaCl, 1mM EDTA, 0.5mM EGTA], one time with Wash Buffer 3 [50mM Tris pH 8.0, 250mM LiCl, 0.5% Na-Deoxycholate, 0.5% NP-40, 1mM EDTA, 0.5mM EGTA] and two times with Wash Buffer 4 [50mM Tris pH 8.0, 10mM EDTA, 5mM EGTA]. Each wash was performed for 5mins on a rotator using ice-cold buffers and protease/phosphatase inhibitors (Roche). Chromatin-antibody complexes were eluted by incubating in 125μl of Elution Buffer [1% SDS, 0.1M NaHCO3] on a shaker block at 37°C for 15mins, repeating twice. Elutions were pooled and DNA was purified using QIAGEN Minelute PCR purification kit.

The following antibodies and cell numbers were used for each ChIP replicate: H3K4me3 ChIP, 3x10^6^ cells, 3 μg rabbit H3k4me3 antibody (Diagenode pAb-MEHAHS-024, A1-010); H3K27Ac ChIP, 3x10^6^ cells, 2 μg rabbit H3K27Ac antibody (Active Motif, 39159); RBPJ ChIP, 5x10^6^, 4.5 μL polyclonal rabbit RBPJ antibody (Cell Signaling Technology, 5442S), Etv5-3xFlag ChIP; 5x10^6^ cells, 3 μg anti-Flag M2 antibody (Sigma-Aldrich). For H3K27Ac and RbpJ ChIP, 2μg normal rabbit IgG (Abcam,ab171870) was used for pre-clearing step and a different batch of rabbit IgG (Cell Signaling Technology, 2729S) was used for negative control samples. Etv5-Flag ChIP was performed on lysates obtained from two independently derived clonal ES cell lines (Etv5-Flag-KI-20 and Etv5-Flag-KI-32) that carry a 3xFlag epitope knocked in to the C-terminal end of the endogenous *Etv5* coding sequence just before the stop codon. Parental RGd2 ES cells served as negative control. ChIP-Seq libraries were generated using NEB Next ChIP-Seq Library Prep Master Mix Set for Illumina (NEB).

#### ChIP-seq analysis

Sequencing reads were mapped to the mm10 mouse reference genome using Bowtie2 (Langmead and Salzberg, 2012), converted to a density plot and displayed as UCSC genome browser custom tracks. ETV5 peaks were called over RGd2 parental line controls using MACS2 software (Zhang et al., 2008). Mapped reads were converted to density plots and displayed as UCSC genome browser custom tracks. Only the peaks called in both biological replicates (p < 10-4) were selected for further analyses. Peaks overlapping a promoter (1000+/− RefSeqGene TSS coordinates) by at least 1bp, or a gene body was assigned to only that gene. The rest of the peaks (intergenic peaks) were assigned to the nearest genes within 50Kb. To identify potential direct targets of Etv5, the peaks were intersected with genes that show a fold change of ≥ 1.5 in the UP direction and ≤ 0.66 in the DOWN direction in Etv5-KO ESCs over parental RGD2 ESCs.

H3K27ac, H3K4me1, p300 and input data from Buecker et al., 2014 with accession number GSE56138 were downloaded from the NCBI Gene Expression Omnibus. The reads were aligned to the mm10 reference genome using bowtie (-y -m 1–best–strata–nomaqround) and converted to bigwig using deeptools 6(Ramírez et al., 2016) bamCoverage (–extendReads 200–binSize 1–normalizeTo1x 2150570000). The mean signal at the ETV5 peaks was extracted using Deeptools computeMatrix using the ETV5 peak centers as reference points.

#### Transcriptome sequencing (RNA-seq)

RNA-seq was performed in triplicates per condition, including three independently derived clonal lines per genetic knock-out, and two RGd2 lines as wild-type controls. Exception is RGd2-N16h samples for which only 2 replicates were sequenced, as one was lost during library preparation. RGd2-2 is a clonal line derived from the parental RGd2 line (RGd2-1). Total RNA was extracted with ReliaPrep RNA Miniprep System (Promega) and was processed with Ribo-Zero capture probes (Illumina). Libraries were produced using NEXTflex Rapid Directional qRNA-Seq Kit (Bioo Scientific). Libraries were sequenced in the Illumina platform in paired-end mode.

#### RNA-seq analysis

Illumina sequencing adapters were removed using Trim Galore! and reads shorter than 20 nt were discarded. The reads were aligned to the mouse reference genome (GRCm38/mm10) with ERCC spike-ins appended to it. The alignment was done using TopHat2 and Gencode (release M14) gene models were used as a guide. Read counts per gene were calculated using featureCounts requiring strand-specific, primary and unique matches. Normalization and statistical analysis of the resulting counts table was done using the R Bioconductor package DESeq2 using normalization factors based on the spike-in counts. Gene counts were converted to fragments per kilobase per million mapped reads (FPKM) and then log2-transformed for visualization in heatmaps and MA-plots. A significance threshold of padj < 0.05 and FPKM ≥ 1 was used to define differentially expressed genes.

##### KEGG pathway analysis

Enriched KEGG pathways were identified using the ‘goseq’ package from R Bioconductor. Only expressed genes with mean FPKM ≥ 1 were considered. Differentially expressed genes with padj < 0.05 and log2 fold change > 0.5 or < −0.5 were compared with all expressed genes. False discovery rate was calculated to correct for multiple testing using the ‘p.adjust’ function in R.

##### Cluster analysis and PCA

Regularized log-transformed counts were calculated using DESeq2 and used for sample clustering and PCA. Hierarchical clustering was done using the ‘pheatmap’ package in R with sample distances calculated by the ‘dist’ function. PCA was done by the ‘prcomp’ function without scaling.

### Data and Software Availability

The accession number for ChIP-seq and RNA-seq data reported in this study is GEO: GSE122338.

#### Chimera production

Pregnant females were killed on day 2.5 post coitum (E2.5) by cervical dislocation. Oviduct and uterus were dissected, and flushed with M2 media (Sigma, M7167) using Leica M165C microscope system for better visualization. Embryos were collected in M2 media prior to microinjection. E2.5 embryos were transferred into M2 media, covered with a layer of mineral oil (Sigma, M8410). Embryos were visualized using an Olympus microscope system and an Olympus 40x LWD Plan APO 0.6 NA air objective. ESC were loaded into a microinjection pipette and injected into the perivitelline space of 8-cell embryos using Hamilton Thorne XYClone microinjection system (Hamilton Thorne). Eight cells were transferred into each embryo. Injected embryos were cultured for 2 days in Blast™ media (Origio, 8306001A) at 37°C, 20% O_2_ and 7% CO_2_. For post-implantation analyses, embryos were transferred one day after injections into oviducts of pseudopregnant females. Contribution was characterized at E4.5, E6.5 and E7.5.

#### Immunofluorescence staining of embryos

For immunofluorescence analysis of cultured pre-implantation stage embryos, zona pellucidae were removed using tyrode acid solution (pH 2.5). Embryos were fixed with 4% w/v paraformaldehyde (PFA) (Sigma, P6148) in PBS for 15 minutes at room temperature (RT). Samples were washed three times with PBS, supplemented with 3 mg/ml poly(vinylpyrrolidinone) (PVP) (Sigma, P0930) (PBS/PVP). For permeabilization, embryos were incubated for 30 minutes in 0.25% Triton X-100 (Sigma-Aldrich, T8787) diluted in PBS/PVP. Embryos were incubated for 15 minutes in 2% donkey serum, 0.25% bovine serum albumin (BSA) (Sigma, 1076192), 0.01% Tween 20 (Sigma Aldrich, P2287) in PBS, followed by overnight incubation in primary antibodies diluted in blocking buffer (Table S6). On the next day embryos were washed three times for 15 minutes in blocking buffer before incubation for 1h in secondary antibodies diluted in blocking buffer. Afterward, embryos were washed three times for 15 minutes in blocking buffer with or without DAPI.

Dissected post*-*implantation stage embryos were fixed for 1 hour in 4% PFA. Embryos were washed three times 15 minutes in PBS/PVP. For permeabilization, embryos were incubated for 1 hour in PBS containing 5% DMSO (Santa Cruz, sc-358801), 0.5% Triton X-100, 0.1% BSA and 0.01% Tween20 at 4°C. Embryos were blocked overnight at 4°C in humidified environment in permeabilization buffer, containing 2% donkey serum. On the next day embryos were incubated overnight at 4°C in primary antibodies (Table S7) in blocking buffer. Embryos were washed 3 times for 2 hours in blocking buffer, before incubation overnight in secondary antibodies diluted in blocking buffer. Lastly, embryos were washed three times for 2 hours in blocking buffer with or without DAPI.

For embryo mounting, samples were taken through a series of 25%, 50%, 75% and 100% vectashield (Vector Laboratories, H-1000) diluted in PBS. Embryos were mounted in a drop of vectashield, surrounded by drops of Vaseline as a spacer for the coverslip, to immobilise embryos. Coverslips were sealed using nail varnish. Finally, slides were stored at −20°C prior to imaging.

Embryos were imaged using a Leica TCS SP5 confocal microscope. Image acquisition was performed with a 20x 0.7NA air objective. For illumination, a 405, 488, 561 and 647 nm lasers and Leica application suite was used. Images were processed with Fiji software.

How the deposited data were processed for this re-analysis (not part of the article)

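RNA-seq libraries of RGd2 cells in 5 cultures (2i, 2i for 5 passages, N16h, N72h and CHp2) and of *Rbpj*-KO, *Etv5*-KO, ER-dKO and ETR-tKO lines were analyzed, 32 libraries in all. Each condition has 3 libraries, except *Etv5*-KO at N16h, which has 2. The paper's methods name RGd2 at N16h as the group with 2 replicates, and this conflict with the labels was not resolved. The authors depleted ribosomal RNA, added ERCC spike-ins and made strand-specific paired-end libraries. The counts per gene and per spike-in are raw counts as deposited: the authors trimmed reads with Trim Galore, aligned them with TopHat2 to GRCm38/mm10 with the spike-in sequences appended and Gencode gene models as guide, and counted unique primary matches with featureCounts, with no normalization afterwards. FPKM and CPM were computed here from the authors' deposited counts and gene lengths, and log2 values from the same deposited counts. Conditions came from the sample labels.
The table holds 51826 genes and 92 spike-ins. Gene IDs without a symbol in the annotation numbered 193 and held 0.02589% of the counts. Libraries had between 5986857 and 71439411 counts on genes, with a median of 29940141. Between replicates, chi-square per gene was from 3.604 to 50.86, where counting noise alone gives about 1, so the replicate spread and not counting noise set the precision. A gene with all libraries of a group at 3 counts or fewer was treated as at the floor, and its fold change is given as a bound.
Size factors were the median of ratios over the 52 spike-ins above 0 in every library. The 18892 genes that passed edgeR's filterByExpr were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, in a single model of all libraries with a coefficient per condition. The tests were two-sided, with Benjamini-Hochberg adjustment over all genes tested. A call needed an adjusted p under 0.05 and a mean FPKM of at least 1 in either group. Differences between the N16h responses of mutant and RGd2 were tested as a contrast of contrasts. Gene families were tested with camera of limma 3.58.1 at a correlation of 0.01. Counts of called genes within families used no FPKM minimum. Distances, clustering and principal components used DESeq2 1.42.0 rlog values. Spike-in shares were compared with exact permutation tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.
The genes named are those the paper names in its results or prints in Figures 2D, 2E, 5C, 5D, 5F and 7B, the targeted genes, *Etv4* and *Etv1*, and for each mutant against RGd2 the 3 called genes per direction with the largest log2 fold change whose replicates do not overlap, leaving out genes with fewer than 10 counts in every library. This rule, the tests of the comparisons and the alternatives below were set before the data were examined. Which pairs of list and comparison are printed was decided after their medians had been seen, partly for length, and a table holds the others.
The alternatives were TMM normalization, median-of-ratios size factors on the gene counts, size factors from the total spike-in count, DESeq2's Wald test, a model of only the libraries compared, other low-count filters, no FPKM minimum, FPKM scaled by the spike-ins, a fold change of at least 1.5, the clonal line as replicate block, fry and an estimated correlation for families, other transformations and linkage, and leaving out each library. Leaving out a library of *Etv5*-KO at N16h leaves a single library, so only the value is given. The calling and dosage steps were tested on simulated data: of 200 changed genes the spike-in scaling found 189, and when all genes had been shifted by 0.3 on the log2 scale it also called 3933 others, whose median was 0.31, where TMM found 182 and called 10 others. Without any change 0 genes were called. The simulated libraries shared the same spread per gene, and their spike-ins had only counting noise. No simulated library was noisier than its replicates, so the 0 calls do not measure false calls in the real libraries. ChIP-seq was not analyzed, and the overlap of ETV5 peaks with changed genes was not tested because the copy of Table S5 at hand holds 753 peaks in 2i and 1019 at N16h, which is not the number the paper states.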

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

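The tests on scaling, on depth, on single libraries and on lines were chosen only after the results were seen, and the count of splits for the *Rbpj*-KO difference before. The difference between the N16h response of *Rbpj*-KO and that of RGd2 passed the threshold for 559 higher and 23 lower genes, with *Lef1* at 1.20, *Nanog* at 1.17 and *Tbx3* at 1.13 on the log2 scale. With the clonal line as replicate block the numbers were 515 and 27. The scaling on the spike-ins as the whole reason is argued against by TMM normalization, under which 490 genes differed, 319 higher and 171 lower. These numbers do not show how many of the 490 were also called with the spike-ins, and *Lef1* was not called with TMM normalization. The low depth of RGd2 2i replicate 33 as the whole reason is argued against by the 1530 genes found without it. Higher genes numbered 226 without RGd2 2i replicate 31, 1490 without 33, 319 without *Rbpj*-KO 2i replicate 29 and 343 without *Rbpj*-KO N16h replicate 21. Lower genes numbered 15 without RGd2 2i replicate 32 and 40 without 33. *Lef1* was not called in 8 of the 12 fits that each left out a library: it was at 1.05 without RGd2 2i replicate 31, 1.23 and 1.08 without RGd2 N16h replicates 23 and 24, 1.25, 1.07 and 1.27 without *Rbpj*-KO 2i replicates 28, 29 and 30, and 1.15 and 1.15 without *Rbpj*-KO N16h replicates 20 and 21. Open is the surplus of higher genes: with TMM normalization 65.1% were higher, and since a shift of all genes cannot be told apart from a difference in spike-in amount, its origin was not settled. Of 60 splits drawn from 200, 6 gave as many genes, the real split included. In each of the 5 others the 3 libraries of each genotype at N16h stayed together, so these splits still hold the genotype effect at N16h and do not measure chance. The 48 splits that mixed the genotypes in both conditions gave at most 300 genes, and 42 of them gave 0, but mixing adds the genotype effect to the spread within groups, so chance is not excluded by them either. A different action of RBPJ in 2i and at N16h also stays open as a biological explanation.
For *Etv5*-KO the difference passed the threshold for 5568 higher and 76 lower genes, with log2 values of −1.94 for *Otx2*, 2.03 for *Id3*, 1.98 for *Klf5*, −1.18 for *Etv4* and 1.86 for *Lef1*. With TMM normalization 1746 genes differed, 1024 higher and 722 lower, which argues against scaling as the whole reason. How many of them were also called with the spike-ins is not shown by these numbers. Without RGd2 2i replicate 33 there were 7623, which argues against the depth of that library as the whole reason. Without replicate 31 there were 2892 higher genes. The surplus of higher genes fell to 58.65% with TMM normalization and cannot be told apart from a difference in spike-in amount, because no measure of RNA per cell is at hand. With 2 libraries of *Etv5*-KO at N16h no splits were counted. A different action of ETV5 in 2i and at N16h stays open.
The genes with the largest increase included 11 that the paper does not name in its text. *1700108F19Rik* was at least 21.8-fold higher in *Rbpj*-KO in 2i and rose by 6.33 on the log2 scale at N16h, *Ffar3* by 4.34 in 2i and *Xaf1* by 4.94 at N16h, and *Mir466b-3* was at least 1.39-fold higher in 2i. In *Etv5*-KO, *Ly6a* rose by 5.35, *Cd4* by 5.1 and *Dio3* by 5.07 in 2i, and at N16h *Ly6a* by 7.10 and *Bcl2l15* by 6.17, while *1700016D06Rik* was at least 23.8-fold higher. *1700024G13Rik* was at least 5.3-fold higher in ER-dKO and at least 28.2-fold higher in ETR-tKO, where *Slc18a3* was at least 57.6-fold higher. With TMM normalization 14 of the 14 pairs of gene and comparison passed, which argues against scaling. Of the 11 pairs that could be tested without each library, 10 passed in every such fit, which argues against a single library for these 10. The 3 pairs of *Etv5*-KO at N16h passed without each RGd2 library, but have no test without a mutant library. In the 10 pairs with counts in RGd2, *Mir466b-3* left out, the lowest mutant line was at 10.5 times the highest RGd2 library or more, which argues against an event in 1 mutant line for these. In 3 further pairs RGd2 was at 0. The ratio was 3.75 for *Mir466b-3*, where such an event stays open. The rule for naming genes requires only that the lines lie above RGd2. The pair that did not pass in every fit was that of *Mir466b-3*, whose log2 fold change without RGd2 2i replicate 32 was 3.11 and not called, and 3.51 and not called without *Rbpj*-KO replicate 29. For *Mir466b-3* a single library and reads shared between the 28 genes named Mir466 stay open, because its counts are few. Events shared by the lines of a single mutant stay open: 6 of the 9 genes from the single mutants were above all RGd2 2i-p5 libraries in both ER-dKO lines made separately, where 52.9% of expressed genes are (exact binomial p = 0.314), which is too few genes to decide. An effect of the deletions is a biological explanation left open. For *1700024G13Rik* and *Slc18a3* the mutants grew in CH or N2B27 and RGd2 in 2i. An effect of culture therefore stays open for these genes. The check of the 9 genes in ER-dKO holds this difference in culture too.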

How the results depend on the processing

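Of 148 results for named genes, each a gene in a comparison, 141 kept their direction in every alternative run and 124 also their side of the threshold, while 7 reversed in at least 1. Apart from reversals, leaving out a library gave 28 weaker values, 4 stronger and 5 of another size over 14 of these results, and other alternatives gave 21, 6 and 8 over 21 results. The causes of the changes below were not tested, except where fewer libraries, fewer genes or a stricter threshold make counts smaller by construction. The overlap with ETV5 peaks and its alternatives were not run.
With TMM normalization, the genes higher in *Rbpj*-KO in 2i were 1340, and at N16h 1512 were lower. In *Etv5*-KO 2425 were higher and 1594 lower in 2i, and 2105 and 1701 at N16h. Lower genes were 2098 in ER-dKO and 2823 in ETR-tKO. The differences between responses gave 319 higher and 171 lower genes for *Rbpj*-KO and 1024 and 722 for *Etv5*-KO. With median-of-ratios size factors, the genes higher in *Rbpj*-KO in 2i were 1284 and those lower at N16h 1517. *Etv5*-KO had 2166 higher and 1855 lower in 2i, and 2116 and 1812 at N16h. ER-dKO had 2582 and 2470, and ETR-tKO 2972 and 3019. The differences gave 346 and 156 for *Rbpj*-KO and 1120 and 635 for *Etv5*-KO.
With only the libraries compared in the model, *Rbpj*-KO in 2i had 390 higher and 442 lower genes and *Etv5*-KO in 2i 475 and 1794. The differences had 325 higher genes for *Rbpj*-KO and 3299 for *Etv5*-KO. Without the FPKM minimum, lower genes were 1346 in *Rbpj*-KO in 2i, 746 in *Rbpj*-KO at N16h, 803 in *Etv5*-KO at N16h, 1736 in ER-dKO and 137 in the *Etv5*-KO difference. The *Rbpj*-KO difference had 41 lower genes with DESeq2's Wald test and 35 without a low-count filter. With a fold change of at least 1.5, higher and lower genes were 415 and 497 in *Rbpj*-KO in 2i, 1207 and 295 at N16h, 432 and 1461 in *Etv5*-KO in 2i, 1777 and 674 in ER-dKO, and 2333 and 667 in ETR-tKO. *Etv5*-KO at N16h had 1860 higher genes and the *Etv5*-KO difference 3582.
Directions reversed for genes that were not called. With TMM normalization and with median-of-ratios size factors, the log2 fold change was −0.04 and −0.03 for the *Rbpj*-KO difference of *Id3*, −0.09 and −0.09 for *Sall1* and −0.21 and −0.21 for *E2f2* in *Etv5*-KO at N16h, −0.42 and −0.40 for the *Etv5*-KO difference of *Pou3f1*, and −0.10 and −0.12 for *Esrrb* in ETR-tKO. *Il6st* in ETR-tKO was at −0.01 with median-of-ratios size factors.
Medians of lists moved with the scaling, given first for TMM normalization and then for median-of-ratios size factors. The naive factors of Figure 2D were at 0.53 and 0.53 in *Rbpj*-KO at N16h and at 0.84 and 0.83 in *Etv5*-KO, and the Notch targets at 3.30 and 3.30. The naive genes of Figure 5C were at 0.16 and 0.14 in ETR-tKO, 0.02 and −0.02 in ER-dKO, −1.18 and −1.17 in RGd2 at N16h and −3.88 and −3.86 at N72h. In ER-dKO against RGd2 in CHp2 they were at 1.40 with median-of-ratios size factors. General genes were at 0.45 and 0.43 in ETR-tKO. Formative genes were at 1.15 and 1.14 in ETR-tKO and −2.15 and −2.20 in ER-dKO against N16h, and at −0.34 in ER-dKO against 2i-p5 with median-of-ratios size factors. In ETR-tKO the lineage markers were at −0.71 and −0.72, MEK/ERK at 3.13 and 3.12, lysosome at −1.85 and −1.86, metabolism at −1.78 and −1.80, and Notch at 3.50 and 3.49. The genes of Figure 7B were at −1.17 and −1.17.
For the families, the adjusted p of the laminins in *Rbpj*-KO at N16h and of the integrins in ETR-tKO was 0.228 and 0.228 when limma's camera estimated the correlation. With limma's fry, the adjusted p was 0.00302 for the cadherins in *Rbpj*-KO in 2i, 3.61e-04 for the integrins at N16h, and 9.03e-07 and 9.03e-07 for the collagens and cadherins in ETR-tKO. The direction reversed with limma's fry for the collagens (adjusted p 0.0999) and cadherins (adjusted p 0.451) in *Rbpj*-KO at N16h and the laminins in ETR-tKO (adjusted p 0.191), and with TMM normalization for the collagens at N16h (adjusted p 0.819 from limma's camera).
Ranked by p, *Nanog* was at 34 and *Tbx3* at 98. Ranked by log2 fold change without the FPKM minimum, they were at 509 and 417 of 2981 genes, against 229 and 183 of 2392 with it. The ratio of distances was 0.9203 for ETR-tKO and 0.6795 for ER-dKO with the 2000 most variable genes, and 0.7441 for ER-dKO with log2 CPM. With log2 CPM, the variance-stabilizing transformation and the 2000 most variable genes, the first component held 37.3%, 35.8% and 43.2% and the second 17.6%, 17.3% and 17.8%. The position of ETR-tKO on the second was 44.4% with the variance-stabilizing transformation and 43.6% with the 2000 most variable genes. The cluster of ETR-tKO and ER-dKO joined 8 libraries of N16h with log2 CPM and also 8 with the variance-stabilizing transformation.
Across the fits that each left out a library, *Rbpj*-KO in 2i had from 383 (without RGd2 replicate 32) to 904 higher genes and from 427 (without 31) to 1699 lower genes (without 33), and 522 lower without *Rbpj*-KO replicate 29. *Etv5*-KO in 2i had from 1750 (without 31) to 5286 lower genes, and 2364 without *Etv5*-KO replicate 27. The *Rbpj*-KO difference had from 226 (without RGd2 2i replicate 31) to 1490 higher genes (without 33), with 319 without *Rbpj*-KO 2i replicate 29 and 343 without *Rbpj*-KO N16h replicate 21, and from 15 (without 32) to 40 lower genes (without 33). The *Etv5*-KO difference had from 2892 (without 31) to 7545 higher genes. The *Rbpj*-KO difference of *Pou3f1* ranged from −0.75 to 0.16 (without *Rbpj*-KO 2i replicate 30), its *Etv5*-KO difference from −0.39 (without *Etv5*-KO N16h replicate 18) to 0.44, with −0.09 without RGd2 N16h replicate 24 and −0.16 without *Etv5*-KO 2i replicate 26, and *E2f2* in *Etv5*-KO at N16h from −0.02 (without replicate 17) to 0.07.
For the list medians these ranges were −2.11 to −1.69 for the formative markers, 3.28 to 3.63 for the Notch targets and −5.24 to −3.56 for the Hes1 targets in *Rbpj*-KO at N16h (−5.24 is a fitted value without replicate 19, and −3.36 with *Dppa3* at its bound), and 1.04 to 1.12 for the naive factors and −1.0 to −0.77 for the genes of Figure 7B in *Etv5*-KO at N16h. For the naive genes of Figure 5C they were 0.16 to 0.26 in ER-dKO, −3.81 to −3.67 in RGd2 at N72h and 1.38 to 1.56 in ER-dKO against CHp2. In ETR-tKO they were 0.60 to 0.77 for the general genes, −0.53 to −0.43 for the lineage markers, 3.30 to 3.43 for MEK/ERK, −1.77 to −1.57 for lysosome and 3.40 to 3.78 for Notch. The formative genes in ER-dKO against N16h were at −2.17 to −2.05. The adjusted p of the collagens in *Rbpj*-KO in 2i ranged from 0.507 to 0.888 with limma's camera, and the direction was up without RGd2 replicate 33 or *Rbpj*-KO replicate 29.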

Differences from the paper's values

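Of 86 values that the paper's supplementary tables state for measures computed here, 13 log2 fold changes differ by more than the larger error. All 13 are larger in size here than in the paper, and all 86 have the same direction. The paper lists 405 genes higher in *Rbpj*-KO in 2i, and here there were 632. Of the alternatives set before the data were examined, a fold change of at least 1.5 gave 415, a model of only the libraries compared 390, size factors from the total spike-in count 547 and at least 10 counts in every library 580, each within 1.5 times of the paper's number. The lower genes, 859 here against the paper's 705, were then 497, 442, 1086 and 816, of which 442 and 1086 lie beyond 1.5 times. For *Lef1* in *Rbpj*-KO in 2i the log2 fold change was −5.21 against the paper's −4.941, and TMM normalization, median-of-ratios size factors and DESeq2's Wald test closed the gap. For *Etv4* in ER-dKO it was 7.63 against the paper's 7.312, and TMM normalization and median-of-ratios size factors closed the gap.
None of the alternatives set before the data were examined closed the gap for the other log2 fold changes. In *Rbpj*-KO at N16h these were −6.45 against the paper's −5.795 for *Gadd45g*, −3.43 against the paper's −2.263 for *Dppa3*, 6.33 against the paper's 5.498 for *1700108F19Rik* and 4.94 against the paper's 3.981 for *Xaf1*. In 2i *Ffar3* was at 4.34 against the paper's 3.835. In *Etv5*-KO *Dio3* was at 5.07 against the paper's 4.486 in 2i, and at N16h *Ly6a* was at 7.10 against the paper's 6.326 and *Bcl2l15* at 6.17 against the paper's 4.756. *Spry4* was at 9.26 against the paper's 7.941 in ER-dKO and at 9.39 against the paper's 8.072 in ETR-tKO, and *Pglyrp1* at −8.57 against the paper's −7.118 in ETR-tKO.
The paper places *Nanog* and *Tbx3* among the top 200 genes higher in *Rbpj*-KO at N16h. By log2 fold change *Nanog* ranked 229 here, outside that limit, and *Tbx3* 183, and by p they ranked 34 and 98. The paper states that formative markers are not upregulated in *Rbpj*-KO. Between 2i and N16h the log2 fold changes within *Rbpj*-KO were 2.28 for *Lef1*, 1.63 for *Dnmt3b* and 5.03 for *Pou3f1*, against 1.08, 1.27 and 5.27 in RGd2. The rise of *Lef1* in *Rbpj*-KO was not called, since its mean FPKM was 0.179 in 2i and 0.887 at N16h. At N16h all 3 genes stayed lower in *Rbpj*-KO than in RGd2, by −4.00, −1.18 and −1.93.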

Other observations

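The chromosome medians, the genes with the largest decrease and the tests of *Etv4*, *Rbpj* and *Tcf7l1* in *Etv5*-KO were set beforehand. The other values of this part were looked at, and their tests chosen, only after the results were seen. In *Etv5*-KO, *Etv4* rose in 2i by a log2 fold change of 1.96 and at N16h by 0.79. Against RGd2, *Rbpj* was at 0.10 in 2i and 0.63 at N16h, where the replicates did not overlap (adjusted p = 0.721 and 0.0189, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 2i and N16h *Rbpj* rose by 2.00 in *Etv5*-KO and by 1.48 in RGd2. The difference of 0.52 (standard error 0.29) was not called (adjusted p = 0.147, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tcf7l1* was at −0.27 in 2i and 1.06 at N16h (adjusted p = 0.218 and 6.96e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference of 1.33 (standard error 0.24, adjusted p = 6.10e-05, the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).
Among the 10 splits of the 6 libraries of each comparison, 1 gave as many genes in *Rbpj*-KO in 2i, 1 in *Rbpj*-KO at N16h, 1 in *Etv5*-KO in 2i, 1 in ER-dKO and 1 in ETR-tKO, in each case the real split. The next largest counts were 625, 66, 3921, 0 and 89. That of 3921 set RGd2 replicates 31 and 32 with *Etv5*-KO replicate 25 against RGd2 replicate 33 with the others, so the difference of replicate 33 from its replicates weighs on the comparison in 2i. As many families passed in 4 of 10 splits in *Rbpj*-KO at N16h and in 2 of 10 in ETR-tKO. With 10 splits a share under 0.1 is not possible, so chance cannot be told apart from an effect by splits alone.
More genes were higher than lower in 4 of the 6 comparisons and lower than higher in the others, with spike-in scaling. The ratio of the spike-in to the gene-based factors differed between the groups with an exact permutation p of 0.1 at the lowest, the smallest that 3 libraries against 3 allow. A difference in the amount of spike-in added cannot be told apart from a change of RNA content, since no cell number per library is at hand.
The library labelled ER-dKO CH-p5 12 has an *Rbpj* count at the level of RGd2. Its mean distance on rlog values was 32.5 to the other ER-dKO libraries and 74.1 to RGd2 2i-p5, which argues against a mislabelled RGd2 library. The median log2 fold change of the Notch targets was 2.16 in it and 2.18 and 2.15 in replicates 10 and 11. Those replicates have low *Rbpj* counts, so the similar medians argue against repression of these targets at the level of RGd2 in this library. Other RBPJ activity stays open, since this is 1 library. The deletion may remove only part of the exons, and reads per exon are not at hand.
The RGd2 clonal line had almost no counts on 4 genes of chromosome Y in any of its 5 libraries: *Uba1y* (ENSMUSG00000069053.11) had at most 1.22, *Eif2s3y* (ENSMUSG00000069049.11) 5.61, *Uty* (ENSMUSG00000068457.14) 6.17 and *Ddx3y* (ENSMUSG00000069045.11) 12.2, where parental libraries had at least 37.3, 1086, 851 and 870. *Gm47283* was the exception, with 585 against 734. These genes were chosen after their values were seen. The clonal libraries held 1325 counts on the 5 genes where the parental level gives 21951, which argues against low depth. Loss of chromosome Y in the clonal line may explain this. Libraries of another cell line stay open: the noise ratio of clonal to parental replicates was 1.16 at the lowest, and no genotype is at hand.
The summed count of 9 Zscan4 genes was lower in every mutant, with log2 ratios of −5.51, −4.79, −4.56, −4.78, −7.64 and −7.05 for *Rbpj*-KO in 2i and at N16h, *Etv5*-KO in 2i and at N16h, ER-dKO and ETR-tKO. Since the sum fell by 4.56 or more, reads moved between these paralogs are argued against, while single members stay uncertain. The RGd2 clonal line was also lower than the parental line, by −3.21 at N16h, −3.01 in 2i and −2.08 in CHp2, but by −0.26 in 2i-p5 and with 0.09 at N72h. Growth from a single cell, which the mutants share, stays open, because only 1 clonal RGd2 line was sequenced.
Among the called genes without overlap of replicates, those with the largest decrease in *Rbpj*-KO were *Neurog3*, *Gm4971* and *Gm21761* in 2i, at least 23.5-fold, 27.3-fold and 26.1-fold lower. At N16h they were *Usp17lb*, *Gm2035* and *Gm11546*, at least 15.9-fold, 4.79-fold and 4.47-fold lower. The lowest RGd2 N16h library had only 4.09, 1.02 and 4.09 normalized counts on them, so these decreases rest on the other RGd2 libraries. In *Etv5*-KO in 2i *Gm14662* was at least 9.21-fold lower, and *Gm4971* and *Gm2016* fell by 5.77 and 5.77 on the log2 scale. At N16h *Gm27167*, *Gm5788* and *Zscan4e* were at least 8.08-fold, 4.99-fold and 44.4-fold lower, with the lowest RGd2 library at 4.09, 2.05 and 17.4 normalized counts. *Zscan4f*, *Gm5039* and *Zscan4-ps3* were at least 35-fold, 37.6-fold and 37-fold lower in ER-dKO, and *Zscan4e* and *Zscan4d* at least 22.7-fold and 47.3-fold lower in ETR-tKO. Without RGd2 2i replicate 33 *Gm14662* was not called (fitted log2 fold change −6.18), nor was *Gm5788* without RGd2 N16h replicate 22 (−6.15). Causes were not tested for these genes apart from Zscan4.
RGd2 2i replicate 33 differed from its replicates. At equal depth its replicate noise was 9.53 times that of the parental pair, which argues against low depth, and in the other cultures the clonal line reached at most 1.6 times, which argues against the clonal line alone. No biological explanation was tested.
In ETR-tKO replicate 13 the median log2 change of 497 genes of chromosome 6 was 0.34 with TMM normalization and 0.47 with spike-in scaling. No other chromosome, Y left out, passed 0.3 in size in any library. The next chromosome of this library was at 0.10, which argues against its scaling, and 72.2% of the genes were above both other ETR-tKO libraries, against 38.7% for the median chromosome, which argues against a few genes. An extra copy of chromosome 6 in part of the cells may explain it, since a full further copy gives 0.58, but DNA is not at hand and this stays open.
The log2 fold changes of *Rbpj*-KO and *Etv5*-KO correlated across genes, which are not independent replicates, with a Spearman coefficient of 0.415 in 2i and 0.447 at N16h. Unchanged groups simulated against the same RGd2 libraries gave 0.506 in 2i and 0.404 at N16h on average, from 0.492 to 0.519 and from 0.386 to 0.425 over 20 simulations. On the log2 mean counts, as in the simulations, the coefficient was 0.459 in 2i and 0.449 at N16h. Without single libraries it was from 0.42 to 0.541 in 2i, under and above all simulations, and from 0.425 to 0.474 at N16h, at or above the highest. With all libraries, the simulations in 2i gave a higher coefficient than the one observed, so shared controls can account for it there. No simulations were run with a library left out. At N16h the coefficient lay above the simulations. Since in 2i single libraries moved it by more than the range of the simulations, that range is too narrow to decide, and a shared effect of the deletions at N16h cannot be told apart from the shared controls.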
